# Dynamic changes in lung responses after single and repeated exposures to cigarette smoke in mice

**DOI:** 10.1371/journal.pone.0212866

**Published:** 2019-02-28

**Authors:** Michelle L. Engle, Justine N. Monk, Corey M. Jania, Jessica R. Martin, John C. Gomez, Hong Dang, Joel S. Parker, Claire M. Doerschuk

## Abstract

Cigarette smoke is well recognized to cause injury to the airways and the alveolar walls over time. This injury usually requires many years of exposure, suggesting that the lungs may rapidly develop responses that initially protect it from this repetitive injury. Our studies tested the hypotheses that smoke induces an inflammatory response and changes in mRNA profiles that are dependent on sex and the health status of the lung, and that the response of the lungs to smoke differs after 1 day compared to 5 days of exposure. Male and female wildtype (WT) and *Scnn1b*-transgenic (βENaC) mice, which have chronic bronchitis and emphysematous changes due to dehydrated mucus, were exposed to cigarette smoke or sham air conditions for 1 or 5 days. The inflammatory response and gene expression profiles were analyzed in lung tissue. Overall, the inflammatory response to cigarette smoke was mild, and changes in mediators were more numerous after 1 than 5 days. βENaC mice had more airspace leukocytes than WT mice, and smoke exposure resulted in additional significant alterations. Many genes and gene sets responded similarly at 1 and 5 days: genes involved in oxidative stress responses were upregulated while immune response genes were downregulated. However, certain genes and biological processes were regulated differently after 1 compared to 5 days. Extracellular matrix biology genes and gene sets were upregulated after 1 day but downregulated by 5 days of smoke compared to sham exposure. There was no difference in the transcriptional response to smoke between WT and βENaC mice or between male and female mice at either 1 or 5 days. Taken together, these studies suggest that the lungs rapidly alter gene expression after only one exposure to cigarette smoke, with few additional changes after four additional days of repeated exposure. These changes may contribute to preventing lung damage.

## Introduction

Cigarette smoke is a leading health hazard and causes an enormous impact on lung health. Cigarette smoking has long been known to have a significant impact on respiratory health and diseases [1, 2]. Smoking is the number one cause of lung cancer and chronic obstructive pulmonary disease (COPD), and it increases the odds of developing either chronic bronchitis or emphysema [2, 3]. More than 16 million Americans are currently living with a tobacco smoke-related disease, resulting in nearly $170 billion in direct healthcare costs annually [2, 4].

The response of the lungs to the first exposure of cigarette smoke and how this response changes following subsequent exposures is important for understanding tobacco-induced lung injury and is nearly impossible to study in humans. Compared to a single stimulus, the lung’s response to repeated exposures of a stimulus such as endotoxin shows evidence of adaptation or tolerance [5], particularly when the stimulus induces oxidative stress in epithelial and immune cells [6]. The effect of a single exposure to cigarette smoke on gene expression in the lungs has not been evaluated. Most interesting are questions about changes that occur in response to a single dose of cigarette smoke compared to changes resulting from consecutive repeated exposures. The changes in gene expression, and particularly in pathways regulating host defense, can be used to evaluate how the lung adapts to cigarette smoke exposure. Additionally, many mouse models of smoking use acute exposure durations of fewer than 5 consecutive days of cigarette smoke exposure [7, 8]. Understanding how the lungs cope with the oxidant burden and the many gaseous and particulate components of cigarette smoke initially and upon repeated exposures is likely to provide information about pathways and processes underlying host defense and the development of chronic lung disease.

Males and females differ in their response to smoke exposure and the development of tobacco smoke-associated disease, such as COPD [2, 3]. COPD-associated morbidity and mortality are increased among American women compared to men [9, 10]. In fact, the highest prevalence of women with COPD occurs in North America [11]. Women and men with the same COPD burden respond differently; women experiencing more pronounced symptoms and reporting poorer quality of life than their male counterparts [12, 13]. This is true across the life course, and is particularly pronounced in younger women [14]. Women are more likely to develop severe, early onset COPD [15, 16] and are more likely to experience more severe dyspnea than men, despite similar lung function and with fewer pack-years of smoking history [17, 18]. Although the rise in the number of female smokers may contribute to the surge in female COPD prevalence, the difference in lung development and thoracic volume between the sexes may have a role [16]. Importantly, the airway response to smoke is different between males and females [19]. Recently, certain sex-specific genetic risk factors for COPD have been identified for women [20, 21]. These differences between sexes have been shown in humans who are chronic smokers, but no studies investigate sex differences at early time points after initiation of smoking in humans. Additionally, to the best of our knowledge, no publication has assessed the effects of sex on the response of the lungs to acute smoke exposure in a mouse model. Given the differences in smoking-related lung disease in humans, this is an important research question to pursue [20, 22–27]. Understanding how sex impacts the development and initiation of tobacco smoke-related disease is important for developing treatment protocols for patients.

The first exposure of cigarette smoke in humans will not always be to healthy lungs but rather to already inflamed lungs. Airway inflammation is common and has many etiologies. Viruses, other pathogens, environmental factors, and e-cigarettes or other “gateway” tobacco products can each cause airway inflammation. Understanding the impact of airway inflammation on the molecular changes in response to cigarette smoke is critical for our understanding of the effects of smoke in damaged lungs [28, 29]. Our approach to asking questions about the effect of smoke in lungs with inflammation uses transgenic mice overexpressing *Scnn1b*, the gene that codes for the epithelial Na^+^ channel β subunit (βENaC), in the epithelial cells of the airways. βENaC mice have dehydrated airway mucus that results in chronic bronchitis, including mucus cell metaplasia, mucus hypersecretion, mild neutrophilic inflammation, large foamy macrophages, and increased numbers of lymphocytes in both the lumen and the walls of the airways [30–35]. Exposure of neonatal βENaC mice to cigarette smoke enhances airway neutrophilia and mucus production and plugging [36]. In addition to chronic bronchitis, βENaC mice develop an emphysematous phenotype soon after birth. Their distal airspaces become enlarged secondary to obstruction from the pathologically thickened mucus [30]. This development of emphysema in βENaC mice requires upregulation of the metalloproteinase, MMP12, which can degrade alveolar walls [37]. The effects of 1- and 5-day cigarette smoke exposure in the healthy lungs of wild type (WT) mice and the chronically inflamed lungs of βENaC mice were therefore compared.

These studies tested the hypotheses that smoke induces inflammation and changes in mRNA profiles that are dependent on sex (male vs female) and the health status of the lung (chronic bronchitis vs healthy airways), and that the effects of smoke are different after 1 day compared to 5 days of exposure. The inflammatory cells and mediators and the gene expression profiles were measured in the bronchoalveolar lavage (BAL) and lung tissue of male and female WT and βENaC mice after 1- or 5-day exposure to cigarette smoke or air (sham). The changes over time during increasing acute exposure durations are likely to provide insight into the mechanisms important in protection against smoke-induced lung damage.

## Methods

### Mice

Mice were originally obtained from Jackson Laboratories. *Scnn1b*-tg mice were generated and backcrossed to a C57BL/6J background [30, 31]. The colony is maintained by breeding *Scnn1b*-tg mice to WT littermates. These mice were kindly made available to us by Dr. Wanda K. O’Neal. The mice utilized in this study were male and female C57BL/6J WT and *Scnn1b*-tg littermates (βENaC mice) [30]. They were bred and maintained in microisolator cages within ventilated racks in a pathogen-free facility with a 12-hour light/dark cycle and regulated temperature and humidity. Chow and water were provided *ad libitum*. Offspring were genotyped, and WT and βENaC mice were identified. All animal studies were performed in compliance with the U.S. Department of Health and Human Services Guide for the Care and Use of Laboratory Animals. Euthanasia was performed by exposing mice anesthetized with tribromoethanol to a lethal dose of inhaled isoflurane. All studies were reviewed and approved by the Institutional Animal Care and Use Committee at the University of North Carolina at Chapel Hill.

### Smoke exposure system and protocol

Sex-matched 5-7-week old WT and βENaC littermates were exposed to cigarette smoke or sham (room air) exposure. Each exposure and genotype group included both males and females, as described for each study. Exposure occurred in a plexiglass chamber attached to a smoke delivery device using an exposure chamber and smoking machine (inExpose Exposure System, SCIREQ, Chandler, AZ). The chamber contained pie-slice separators and positions for 16 mice. Mice were exposed to mainstream + side-stream smoke from 6 reference cigarettes with filters removed per day (College of Agriculture Reference Cigarette Program, University of Kentucky, 3R4F research cigarettes), a commonly used protocol to allow comparison with other literature [38]. Each cigarette was puffed using the standard Federal Trade Commission smoking machine protocol [38]. The mice received the equivalent of one puff per minute. The sham-exposed control mice were exposed to room air in the exposure chamber for a time equivalent to that needed for active smoke exposure. Mice were exposed to cigarette or sham smoke for 1 day or 5 consecutive days. For studies investigating the inflammatory response, mice were euthanized 16 hours following the end of the 1-day exposure, and 24 hours following the 5th day of exposure in the 5-day exposure groups. For studies of gene profiling, mice were euthanized 4 hours after the completion of the final smoke exposure to assess gene transcription leading to the observed inflammatory response. The right lung was used for microarray gene expression analysis.

### Analysis of inflammatory cells and mediators in BAL

After tying off, removing, and freezing the left lung for PCR analyses of gene expression, the right lung was lavaged three times with cold Dulbecco’s phosphate buffered saline (D-PBS) at a volume adjusted for each mouse’s body weight (microliters D-PBS equal to 0.17% of body weight, in grams). The pooled BAL fluid from each mouse was centrifuged, the supernatant was removed, aliquoted and frozen, and the cells were resuspended in 100uL D-PBS. BAL cells were counted manually with a hemocytometer, and 100,000 cells were transferred onto a cytospin prep and stained (Protocol Hema 3 Stain Set, Fisher Diagnostics) for manual differential counting using light microscopy. Measurement of chemokines, cytokines and other inflammatory mediators were performed using a multiplex ELISA (Bio-Plex Pro Mouse Cytokine 23-Plex Immunoassay), which quantified concentrations of Eotaxin, G-CSF, GM-CSF, IFN-γ, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-17A, KC, MCP-1, MIP-1α, MIP-1β, RANTES, and TNFα.

### Preparation of single cell suspensions of lung tissue and flow cytometry

Following BAL collection, a single cell digest was generated from the right lung of each mouse using enzymatic digestion and mechanical disruption, as previously described [39–41]. After lysis to remove red blood cells, the single cell digest was stained to identify neutrophils using CD45 and Ly6G. Stained cells were evaluated using a Beckman Coulter CyAn ADP flow cytometer and analyzed using Summit 4.3 software.

### Gene expression analysis by qPCR

The left lung of each mouse was removed and flash-frozen for RNA isolation. Whole lung tissue was homogenized for isolation of total RNA using a QIAGEN miRNeasy kit. Total RNA was used to make cDNA by reverse transcription polymerase chain reaction. Gene expression was measured using qPCR.

### Gene expression profiling and RNA isolation

In separate studies, lung tissue was obtained 4 hours after 1-day or 5-day sham or smoke exposure and flash frozen (n = 5 animals of each sex per group for all groups with the following exceptions: 1) n = 6 WT and n = 4 βENaC sham 5-day female mice; 2) n = 4 WT smoke-exposed 5-day male mice). RNA was isolated from lung tissue homogenates using the miRNeasy kit (Qiagen). Spectrophotometric ratios of A260/A280 and A260/A230 were 1.7–2.1 and greater than 1.6, respectively. RIN values were greater than 7.4; the average RIN for all samples was 9.1. Affymetrix moGene2.1 array was used for gene expression analysis. Data were evaluated using Affymetrix Expression Console v1.4 software for quality control based on summary statistics, and Partek Genomics Suite v6.6 for normalization. The manufacturer’s quality control thresholds were used (https://tools.thermofisher.com/content/sfs/brochures/exon_gene_arrays_qa_whitepaper.pdf). All samples passed all quality control metrics and were preprocessed and normalized. One sample was identified as mislabeled for smoke exposure based on cotinine concentration in the plasma and gene expression and was removed before proceeding for further analysis. Expression signals from CEL files were preprocessed and normalized by RMA (Robust Multiarray Average) background correction, GC content and probe sequence correction, quantile normalization, and median polish summarization of probe signals mapped to specific genes. Custom probeset-to-gene mappings were generated from Affymetrix Probeset and Transcript Annotation release 35 by consolidating all probesets mapped, in order of preference, to Ensembl 81 gene ID, Refseq mRNA, and Genbank accession numbers. The RMA-normalized log2 intensity values were used as input for analysis with the General Linear Model (glm) function in R.

### Cotinine concentrations in the plasma of mice in which gene expression was studied

Blood was collected from the inferior vena cava using EDTA as the anti-coagulant and centrifuged. Plasma was frozen and stored. Cotinine, a metabolite of nicotine, was measured using an ELISA (Mouse/rat Cotinine ELISA, Calbiotech, Spring Valley, CA, USA), following the manufacturer’s instructions.

### General linear model

The relationship between the gene expression and the variables of interest in the experiment (exposure, genotype, and sex) was modeled using a linear model. The linear model parses out the amount of expression change that is associated with each independent variable, and produces a β coefficient and a p value for each gene and each variable. Each gene may be influenced by one or more of these independent variables at one time–for example, a gene can respond to smoke exposure and also be expressed at different levels in males and females. Thus, a multivariable additive linear model containing the independent variables of smoke vs sham exposures (“exposure”), WT vs βENaC (“genotype”), and male vs female (“sex”) was fit to the gene expression data as the response variable This was performed separately for each exposure duration. The glm method in R was used to fit the expression of each gene (modeled as a normal distribution) and estimate the effect size (β coefficient) of each factor. The β coefficient represents the amount of expression change due to that variable alone. The p values corresponding to the β coefficients, which represent the significance of that effect, were transformed to q values using the Benjamini-Hochberg false discovery method [42] and a false discovery rate (FDR) of 5% was applied to identify significant effects. Genes below the threshold of q<0.05 and with a β coefficient larger than +/-0.379 (fold change >+/-1.3) were designated as “significant”. All code used for linear model analyses is included in S1 File. The full list of all genes and their β coefficients, p values, and q values for each variable at 1 day is included in S2 Table, and the results for 5 days are included in S3 Table.

### Identification of exposure-response genes

Lists of all genes with a significant (q<0.05) effect of exposure and a β coefficient larger than +/-0.379 (fold change >+/-1.3) were compiled separately for 1-day and 5-day exposures. These are referred to as “exposure-response genes”. Genes with a positive β coefficient are upregulated in the smoke-exposed mice, while genes with a negative β coefficient are downregulated in the smoke-exposed mice.

### Overlap analysis

Overlap analysis was used to test for enrichment of GSEA Canonical Pathways processes in gene lists. Custom gene lists derived from each cluster in the heatmap as well as the list of exposure duration-dependent genes were tested for significant overlap with the Canonical Pathways gene sets’ gene lists using the MSigDB overlap computation tool (http://software.broadinstitute.org/gsea/msigdb/help_annotations.jsp#overlap). The hyper-geometric distribution was used to produce statistical estimates of the significance of the overlap.

A custom gene list of the genes different between WT and BENaC, derived from the published results in Saini et al. [35], was tested for overlap with the 1-day and 5-day genotype-response gene lists derived from our analysis. The testGeneOverlap function from the GSA and GeneOverlap libraries, which performs a Fisher’s exact test based on the gene lists input, was used to calculate significance of the overlap.

### Clustering and heatmap generation

K-means clustering was used to group the genes into clusters with distinct expression patterns which were linked to biological functions through evaluation of gene annotations. Hierarchical clustering, using Pearson correlation, was used to group the samples in order to understand the similarities among samples. To determine the number of gene clusters that best describes the dataset, the within-group sum of squares for 2 to 20 clusters was plotted (i.e. the elbow method), and k = 5 clusters was chosen to capture the major patterns. Five clusters showing the expression of all exposure-response genes across samples were generated using the k-means clustering function from R (k = 5, with the best of 50 random starts). A heatmap of 5 k-means gene clusters was generated using the Bioconductor R package, ComplexHeatmap [43], with hierarchical clustering (for each k-means cluster) with Euclidean distance metric was used for the genes, and Pearson correlation was used for the samples. All code for heatmap generation is included in S1 File.

### Analysis of genes within clusters

The pooled list of exposure-response genes significant at 1 and/or 5 days (556 genes) were used for the heatmap. Each of the gene lists for the k-means clusters were input separately into GSEA’s overlap calculation tool and Ingenuity Pathway Analysis (IPA) to determine enrichment and association with biological pathways and to identify predicted upstream regulators. The results from both GSEA and IPA canonical pathway enrichment tests were assimilated and summarized.

### Identification of exposure duration-dependent genes

To test for interaction of exposure (smoke versus sham) and exposure duration (1 versus 5 days), gene expression was modelled in a post-hoc test using exposure, exposure duration, and an interaction term between these variables for all significant exposure-response genes. Genes that had a significant interaction term (q<0.05), i.e., responded differently at 1 and 5 days, were reported as “exposure duration-dependent genes”. The code for this interaction test is included in S1 File.

### Comparison of gene expression responses between 1-day and 5-day exposures

Responses of gene expression to smoke exposure, genotype, or sex, as shown by β coefficients for 1 day and 5 days, were plotted and compared using the correlation test (cor.test) in R. Regression lines and confidence intervals were plotted using the R package, DescTools. The code for generating these plots is included in S1 File.

### Gene set analysis

Gene set analysis was adapted from the Gene Set Enrichment Analysis (GSEA) [44] method, using the signed -log(p value) as the test statistic [44, 45]; all genes, regardless of significance of the q values, were included in this analysis. The p value evaluates the strength of association with exposure and how well we can detect it, while the sign of the β coefficient was included to reflect the direction of change in response to the variable of interest. Briefly, the sum of test statistics for each gene in the gene set was divided by the square root of the number of genes in the gene set, creating an average score for the entire gene set, to produce the composite “GSA score” for the gene set. All code for the gene set testing is located in S2 File. The Canonical Pathways list (GSEA, Broad Institute, version 5.2) was used; the input genes were filtered to include only those with identical symbols between mouse and human in a case-insensitive manner. The file containing all Canonical Pathway gene sets tested is included in S3 File. The threshold for gene set significance was estimated empirically from 1000 random permutations of sample labels [46]. Significant gene sets were identified with a 5% FDR threshold [42]. The summary table of the results of permutation testing are included in S7 Table.

Selected gene set analysis (extracellular matrix biology gene sets from the literature):

Customized gene lists derived from Burgstaller et al. [47] was used to evaluate the association of exposure and extracellular matrix components. Sample-based permutation testing (n = 1000 permutations) was done to estimate the background level of association with the gene sets.

A full list of the gene sets used in this analysis are included in S4 File.

### Ingenuity pathway analysis

In order to get a more complete picture of the biological processes represented in the exposure-response genes identified, a second database of gene sets was used. IPA’s gene sets, which were derived from several databases and compiled from published literature, are distinct from GSEA’s Canonical Pathways list, which is derived from several databases compiling published literature. The networks and functional analyses were generated through the use of Ingenuity Pathways Analysis (version 2.3, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/) [48].

### Accession code

The microarray data have been deposited into the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under series GSE109776.

## Results

### Effect of smoke exposure on airway inflammation

The numbers, ages and weights of mice are shown in Table 1. There was no difference between sham and smoked exposed mice in age or weight. Not surprisingly, the female mice have lower body weights than the males at the same age. The volume of BAL fluid used for each mouse was determined by the weight, so that the male and female concentrations of leukocytes and mediators can be compared.

**Table 1:** Description of WT and βENaC mice.

	Duration of exposure	Genotype	Exposure	n	Age (weeks)	Weight (g)
**Males**	1 day	WT	Sham	5	7.1 ± 0.2	22.4 ± 0.5
		WT	Smoke	5	7.2 ± 0.2	22.7 ± 1.7
		βENaC	Sham	6	7.0 ± 0.1	22.0 ± 0.8
		βENaC	Smoke	6	7.1 ± 0.2	23.1 ± 0.5
	1 day*	WT	Sham	5	6.9 ± 0.4	23.0 ± 0.8
		WT	Smoke	5	7.3 ± 0.5	22.3 ± 1.5
		βENaC	Sham	5	6.9 ± 0.4	20.6 ± 0.5
		βENaC	Smoke	4	7.3 ± 0.5	21.0 ± 1.1
	5 days	WT	Sham	7	6.2 ± 0.2	22.0 ± 0.7
		WT	Smoke	7	6.4 ± 0.1	19.5 ± 0.8
		βENaC	Sham	7	6.2 ± 0.2	20.6 ± 0.5
		βENaC	Smoke	7	6.4 ± 0.1	19.6 ± 0.9
**Females**	1 day	WT	Sham	5	7.0 ± 0.1	17.7 ± 0.9
		WT	Smoke	5	7.0 ± 0.2	16.4 ± 0.6
		βENaC	Sham	5	7.0 ± 0.1	18.0 ± 0.5
		βENaC	Smoke	5	7.0 ± 0.2	17.2 ± 0.7
	1 day*	WT	Sham	4	8.3 ± 0.6	18.5 ± 1.0
		WT	Smoke	5	7.6 ± 0.4	17.8 ± 0.6
		βENaC	Sham	4	7.9 ± 0.8	16.8 ± 1.4
		βENaC	Smoke	5	7.3 ± 0.5	18.0 ± 1.0
	5 days	WT	Sham	5	6.7 ± 0.4	18.2 ± 0.5
		WT	Smoke	5	6.4 ± 0.3	17.5 ± 0.3
		βENaC	Sham	5	6.7 ± 0.4	16.8 ± 0.5
		βENaC	Smoke	5	6.0 ± 0.4	15.8 ± 0.8

Age and weight are expressed as mean ± SEM.

*These 1-day exposed mice were used exclusively for analysis of gene expression by qPCR.

Leukocytes were quantified in the BAL fluid collected from male and female WT and βENaC mice after 1-day (Fig 1) or 5-day (Fig 2) exposure to smoke. There was a trend toward more leukocytes in both the sham and smoke-exposed βENaC mice compared to WT mice that reached significance in mice studied at 5 days.

**Fig 1:**
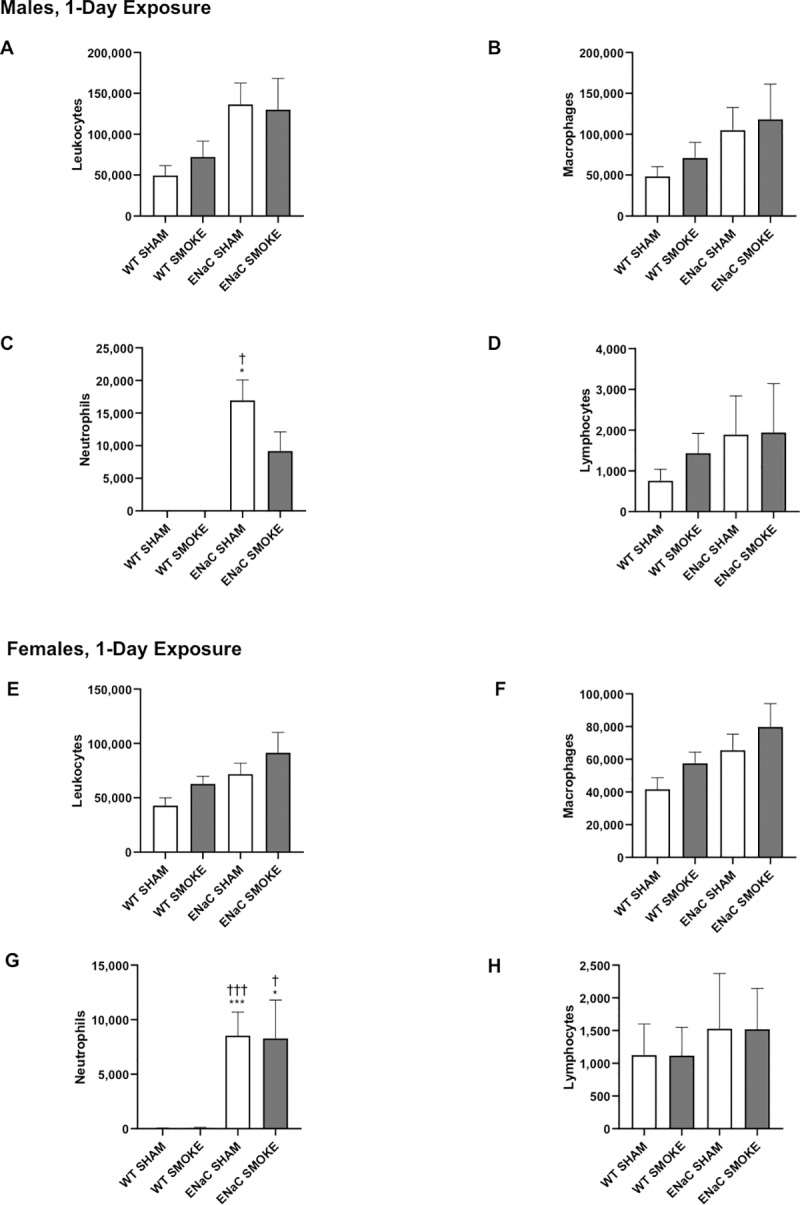
Effect of 1-day cigarette smoke exposure on BAL leukocyte numbers. The leukocyte counts in the BAL are described for males (A-D) and females (E-H) after 1-day sham or smoke exposure. A, E: leukocytes; B, F: macrophages; C, G: neutrophils; D, H: lymphocytes. Data are expressed as the total number of each leukocyte subtype in the BAL fluid. Analysis by ANOVA with Bonferroni’s post hoc test. Significance compared to (*) sham-exposed WT, (†) smoke-exposed WT, (‡) sham-exposed βENaC. Analysis by unpaired t-test: significance compared to (§) sham-exposed WT, (¶) smoke-exposed WT, (||) sham-exposed βENaC. Single symbols indicate p values < 0.05, double symbols indicate p values <0.01, and triple symbols indicate p values <0.001. Bars represent mean ± SEM.

**Fig 2:**
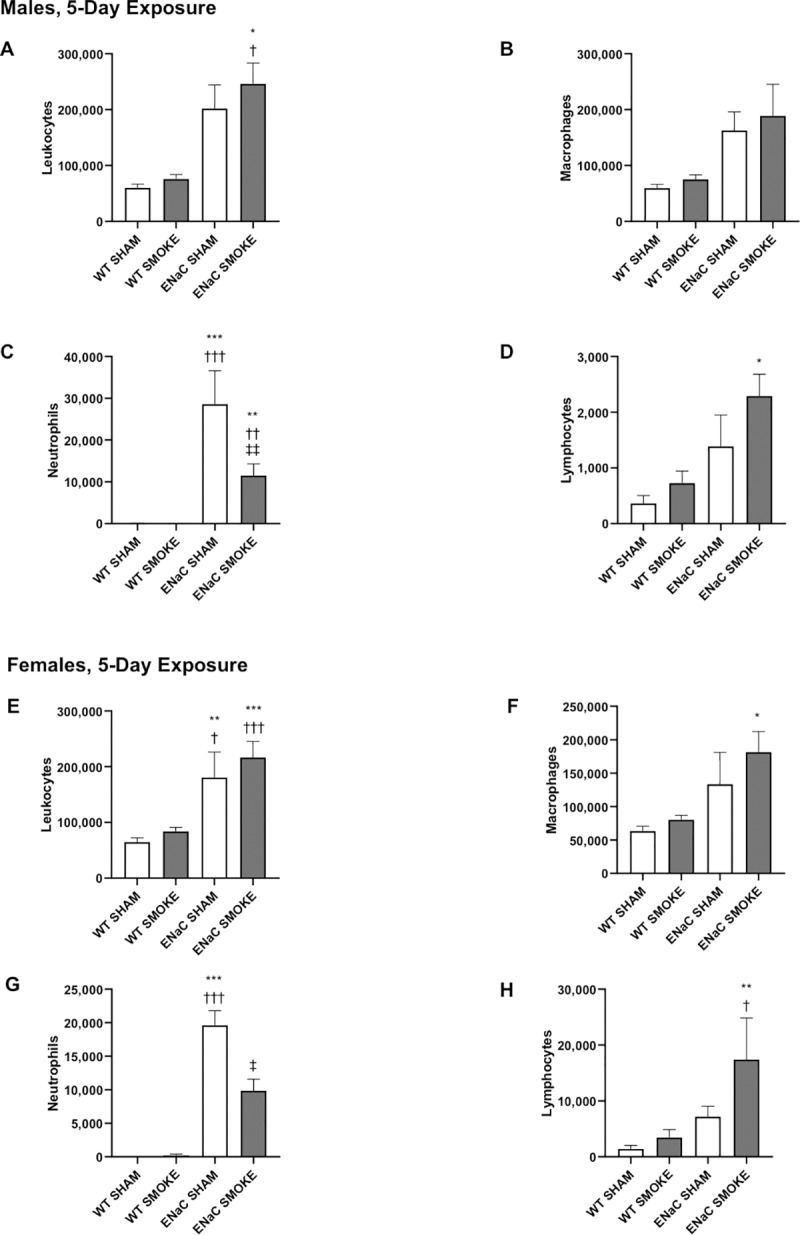
Effect of 5-day cigarette smoke exposure on BAL leukocyte numbers. The leukocyte counts in the BAL are described for males (A-D) and females (E-H) after 5-day sham or smoke exposure. A, E: leukocytes; B, F: macrophages; C, G: neutrophils; D, H: lymphocytes. Data are expressed as the total number of each leukocyte subtype in the BAL fluid. Analysis by ANOVA with Bonferroni’s post hoc test. Significance compared to (*) sham-exposed WT, (†) smoke-exposed WT, (‡) sham-exposed βENaC. Analysis by unpaired t-test: significance compared to (§) sham-exposed WT, (¶) smoke-exposed WT, (||) sham-exposed βENaC. Single symbols indicate p values < 0.05, double symbols indicate p values <0.01, and triple symbols indicate p values <0.001. Bars represent mean ± SEM.

The number of BAL macrophages in mice exposed to smoke for 1 day did not significantly change with genotype or smoke exposure (Figs 1B and 1F). After 5 days, male βENaC mice exposed to cigarette smoke showed a significant increase in BAL macrophages, compared to sham-exposed WT males (Fig 2B). Female mice exposed to 5 days of smoke demonstrated a similar trend, though not significant (Fig 2F).

BAL neutrophils were increased in sham-exposed βENaC mice compared to WT mice at both 1 and 5 days (Figs 1C, 1G, 2C and 2G), consistent with previous observations in the βENaC genotype [30]. Interestingly, following 5 days of cigarette smoke exposure, the BAL of male and female βENaC mice contained fewer neutrophils compared to sham-exposed βENaC mice (Fig 2C and 2G). Neutrophil counts in male βENaC mice exposed to a single day of smoke tended to be less than in the sham-exposed controls, although the trend did not reach significance at this time (Fig 1C).

Neutrophils residing in the lungs (pulmonary tissue and airspace) were quantified by determining the number of CD45+ Ly6G+ cells in the lung digest using flow cytometry (Table 2). There was no significant difference due either to smoke compared sham exposure or to genotype after either 1- or 5-day exposures. However, both the WT and the ßENaC male lungs contained more neutrophils than female lungs after 1 day of cigarette smoke (Table 2).

**Table 2:** The numbers of neutrophils (CD45+, Ly6G+ cells) in the lung digests.

Duration of exposure	Genotype	Type of exposure	Females	Males
**1 day**	WT	Sham	8.23 ± 1.23 x 10^5^	16.6 ± 6.06 x 10^5^
		Smoke	6.04 ± 0.91 x 10^5^	23.2 ± 6.86 x 10^5^ *
	βENaC	Sham	8.56 ± 1.10 x 10^5^	19.5 ± 6.47 x 10^5^
		Smoke	7.77 ± 1.91 x 10^5^	28.0 ± 8.15 x 10^5^ *
				
**5 days**	WT	Sham	15.8 ± 7.75 x 10^5^	7.09 ± 2.92 x 10^5^
		Smoke	5.93 ± 1.65 x 10^5^	14.5 ± 10.7 x 10^5^
	βENaC	Sham	9.96 ± 2.34 x 10^5^	10.5 ± 4.06 x 10^5^
		Smoke	10.3 ± 2.75 x 10^5^	15.0 ± 7.92 x 10^5^

Lungs were subjected to enzymatic and mechanical digestion, and the cells were immunolabeled to mark neutrophils (CD45+, Ly6G+ cells). After 1-day exposure, male lungs contained more neutrophils than female lungs in both WT and βENaC genotypes. However, there was no significant effect of smoke compared to sham exposure in any group. Data are expressed as mean + SEM, the number in each group are described in Table 1.

*: significantly greater than similarly exposed female mice, p < 0.05 using unpaired t tests.

BAL lymphocytes were significantly elevated in βENaC males and females exposed to smoke for 5 days compared to WT mice, but not compared to sham-exposed βENaC mice (Fig 2D and 2H). No differences were observed in any group studied after 1 day (Fig 1D and 1H).

Sex differences in smoke-induced airway inflammation were assessed by comparing male and female mice in their response to cigarette smoke using an ANOVA with post hoc tests to compare sex, genotype and exposure (sham vs smoke). These comparisons showed that female βENaC mice exposed to smoke for 1 day had fewer BAL leukocytes than βENaC males. In addition, sham-exposed βENaC females had fewer BAL neutrophils than their male counterparts, which was significant at 1 day. Five days of smoke exposure induced a greater number of BAL lymphocytes in βENaC females compared to βENaC males.

Thus, taken together, these data suggest that the effect of smoke on leukocyte numbers and location depends on the genotype. WT mice demonstrated no effect of smoke compared to sham exposure on any leukocyte subpopulation, whereas smoke induced a decrease in lavageable neutrophils in the βENaC mice, particularly after 5 days. Because no differences were observed in the total number of neutrophils within the lungs using lung digests, this difference in lavageable neutrophils is more likely due to the increased adhesivity of neutrophils, rendering them less lavageable, rather than to cell death. Furthermore, both the βENaC transgene-induced phenotype and smoke were required for the increase in macrophages and lymphocytes. Importantly, these changes were not present after 1 day, but required 5 days of smoke exposure to manifest. These data suggest that profiling gene expression changes induced by smoke in both genotypes may prove fruitful in understanding the response of the lungs to smoke. Gene profiling may also answer questions about the rapidity of the antioxidant response in the lungs.

### Effects of smoke exposure on expression of inflammatory mediators and matrix metalloproteinases (MMPs)

The mRNA expression of select mediators and MMPs was measured in lung tissue after exposure to 1 or 5 days of smoke or sham air using PCR. mRNA expression was compared using ΔΔCt normalized to sham-exposed, WT 18S expression (Tables 3 and 4). Three chemokines, KC, MIP-2, and LIX, well recognized neutrophil chemoattractants, demonstrated significant changes. Both female and male βENaC mice exposed to sham air for 1 day expressed more KC, MIP-2, and LIX mRNA compared to WT sham- and smoke-exposed mice (Table 3), indicating that the increased chemokines were a result of the βENaC genotype. Interestingly, KC and MIP-2 expression decreased in female βENaC mice following a single day of smoke exposure when compared to sham-exposed βENaC females. KC expression increased in WT females exposed to 1 day of smoke compared to WT sham-exposed mice, and in fact this was one of very few instances in which smoke had a measurable effect in WT mice. MIP-2 and LIX expression was increased in smoke-exposed βENaC males compared to WT smoke- and sham-exposed males, but was not significantly altered in comparison to sham-exposed βENaC males.

**Table 3:** Expression of chemokine, cytokine and MMP mRNAs following 1-day exposure to cigarette smoke.

**Male mice**					
mRNA	WT sham	WT smoke	βENaC sham	βENaC smoke
KC	1.00 ± 0.37	0.90 ± 0.30	5.85 ± 1.06^†^^†^^,^**	3.72 ± 0.88
MIP-2	1.00 ± 0.32	1.31 ± 0.30	5.28 ± 0.50^†^^†^^†^^,^***	4.58 ± 0.50^†^^†^^,^***
LIX	1.00 ± 0.14	0.89 ± 0.31	9.51 ± 0.59^§^^§^^§^^,^^¶^^¶^	10.77 ± 3.72^†^^,^*
IFNγ	1.00 ± 0.51	2.40 ± 0.66	1.07 ± 0.17	0.82 ± 0.12
TNFα	1.00 ± 0.40	0.67 ± 0.20	1.87 ± 0.36	1.16 ± 0.20
IL-1β	1.00 ± 0.34	2.06 ± 1.46	0.81 ± 0.13	0.65 ± 0.18
IL-6	1.00 ± 0.29	0.83 ± 0.30	1.68 ± 0.35	4.57 ± 1.59
IL-10	1.00 ± 0.52	0.79 ± 0.20	0.58 ± 0.10	0.58 ± 0.15
MMP9	1.00 ± 0.34	1.66 ± 0.95	0.64 ± 0.15	0.49 ± 0.23
MMP12	1.00 ± 0.30	0.75 ± 0.19	7.09 ± 0.87^§^^§^^,^^¶^^¶^^¶^	7.46 ± 2.96
**Female mice**					
mRNA	WT sham	WT smoke	βENaC sham	βENaC smoke
KC	1.00 ± 0.25	2.40 ± 0.48^§^	12.83 ± 3.21^†^^†^^,^**	4.59 ± 1.60^‡^
MIP-2	1.00 ± 0.17	1.31 ± 0.12	13.97 ± 3.81^†^^†^^,^**	4.14 ± 1.33^‡^
LIX	1.00 ± 0.27	1.28 ± 0.44	7.83 ± 1.72^†^^,^**	4.13 ± 1.50
IFNγ	1.00 ± 0.29	2.45 ± 0.92	4.02 ± 1.35	1.57 ± 1.09
TNFα	1.00 ± 0.10	3.00 ± 0.47	3.98 ± 1.05*	2.52 ± 0.53
IL-1β	1.00 ± 0.35	6.74 ± 2.96	2.54 ± 0.38^§^	5.13 ± 3.38
IL-6	1.00 ± 0.34	5.17 ± 2.20	6.63 ± 1.87^§^	2.06 ± 0.56^||^
IL-10	1.00 ± 0.23	0.92 ± 0.20	0.44 ± 0.11	0.68 ± 0.14
MMP9	1.00 ± 0.30	5.05 ± 1.31^§^	1.21 ± 0.33^¶^	3.43 ± 1.85
MMP12	1.00 ± 0.32	3.95 ± 0.79^§^	22.54 ± 3.39^†^^†^^†^^,^***	5.43 ± 1.53^‡^^‡^^‡^^,^^§^

The ΔΔCT values were normalized to the sham-exposed WT 18S expression and then expressed as fold change following 1 day of sham or smoke exposure. Data are expressed as mean ± SEM, n = 4 or 5 mice, as described in Table 1. Analysis by ANOVA with Bonferroni’s post hoc test: significance compared to (*) sham-exposed WT

(†) smoke-exposed WT

(‡) sham-exposed βENaC. Analysis by unpaired t-test: significance compared to (§) sham-exposed WT

(¶) smoke-exposed WT

(||) sham-exposed βENaC. Single symbols indicate p values <0.05, double symbols indicate p values <0.01, and triple symbols indicate p values <0.001.

**Table 4:** Expression of chemokine, cytokine and MMP mRNAs following 5-day exposure to cigarette smoke.

**Male mice**				
mRNA	WT sham	WT smoke	βENaC sham	βENaC smoke
KC	1.00 ± 0.16	1.29 ± 0.18	2.11 ± 0.82	2.76 ± 0.77^§^
MIP-2	1.00 ± 0.13	1.40 ± 0.28	2.68 ± 0.60^§^	4.32 ± 1.14^†^^,^*
LIX	1.00 ± 0.41	1.22 ± 0.33	6.50 ± 3.31	5.01 ± 1.27
IFNγ	1.00 ± 0.10	1.57 ± 0.33	1.56 ± 0.52	2.94 ± 1.20
TNFα	1.00 ± 0.07	1.49 ± 0.25	2.08 ± 0.73	2.56 ± 0.48^§§^
IL-1β	1.00 ± 0.28	2.19 ± 0.91	1.25 ± 0.39	4.02 ± 2.84
IL-6	1.00 ± 0.25	2.03 ± 0.56	1.62 ± 0.85	2.82 ± 1.37
IL-10	1.00 ± 0.32	0.79 ± 0.25	0.66 ± 0.13	0.98 ± 0.31
MMP9	1.00 ± 0.41	0.82 ± 0.30	0.48 ± 0.21	1.05 ± 0.79
MMP12	1.00 ± 0.39	1.38 ± 0.66	7.26 ± 3.39	16.82 ± 7.82
**Female mice**				
mRNA	WT sham	WT smoke	βENaC sham	βENaC smoke
KC	1.00 ± 0.19	2.15 ± 0.67	4.29 ± 2.05	13.90 ± 7.15
MIP-2	1.00 ± 0.19	2.94 ± 0.84	5.32 ± 2.87	16.55 ± 6.39*
LIX	1.00 ± 0.20	1.42 ± 0.93	8.73 ± 3.13	7.94 ± 3.23^§,^^¶^
IFNγ	1.00 ± 0.36	1.56 ± 0.62	1.21 ± 0.19	1.50 ± 0.53
TNFα	1.00 ± 0.14	1.27 ± 0.27	2.59 ± 0.60^§^	2.44 ± 0.91
IL-1β	1.00 ± 0.38	1.99 ± 0.73	1.57 ± 0.36	3.37 ± 2.09
IL-6	1.00 ± 0.33	1.85 ± 0.82	3.18 ± 1.21	3.96 ± 2.73
IL-10	1.00 ± 0.33	0.83 ± 0.19	1.08 ± 0.16	1.16 ± 0.26
MMP9	1.00 ± 0.16	1.05 ± 0.20	0.96 ± 0.19	0.56 ± 0.20
MMP12	1.00 ± 0.32	2.20 ± 0.63	30.12 ± 3.05	73.56 ± 55.31

The ΔΔCT values were normalized to the sham-exposed WT 18S expression and then expressed as fold change following 5 days of sham or smoke exposure. Data are expressed as mean ± SEM, n = 4 or 5 mice, as described in Table 1. Analysis by ANOVA with Bonferroni’s post hoc test: significance compared to (*) sham-exposed WT

(†) smoke-exposed WT. Analysis by unpaired t-test: significance compared to (§) sham-exposed WT

(¶) smoke-exposed WT. Single symbols indicate p values <0.05, and double symbols indicate p values <0.01.

Following 5 days of smoke or sham exposure, no differences were observed in mRNA expression of KC and LIX in females (Table 4). MIP-2 expression was greater in female βENaC smoke-exposed mice compared to WT sham-exposed females. KC expression was higher in male βENaC mice exposed to 5 days of smoke compared to WT sham. MIP-2 expression was greater in sham-exposed βENaC males compared to WT sham, and in smoke-exposed male βENaC mice compared to both sham- and smoke-exposed WT mice. LIX expression increased in smoke-exposed βENaC male mice compared to WT males exposed to sham and smoke air.

The relative mRNA expression of 5 cytokines was also measured: TNFα, IFNγ, IL-1β, IL-6, and IL-10. Following 1 day of exposure, the lungs of βENaC sham-exposed females expressed increased levels of TNFα, IL-1 β, and IL-6 compared to WT sham females (Table 3). IL-6 expression was significantly decreased in βENaC females exposed to smoke compared to those exposed to sham air. There were no differences in IFNγ or IL-10 expression in the 1-day female groups. No change in any cytokine was observed in male mice between genotype or exposure.

Following 5 days of exposure, female βENaC mice exposed to sham air had increased expression of TNFα compared to their WT sham-exposed counterparts (Table 4). Smoke induced a small increase in TNFα in βENaC males compared to WT sham-exposed males. No differences were observed in the expression of IFNγ, IL-1β, IL-6, or IL-10 in the 5-day exposure group for either sex.

Measurement of MMP9 and MMP12 mRNA levels revealed interesting changes. Expression of both MMP9 and MMP12 increased in WT females after 1 day but not after 5 days of smoke exposure (Tables 3 and 4). βENaC sham-exposed females expressed higher levels of MMP12 than WT females exposed to sham or smoke. Interestingly, MMP12 expression was lower in βENaC females exposed to smoke. Male mice showed no change in MMP9 expression, but expression of MMP12 was increased in βENaC sham-exposed mice compared to both sham- and smoke-exposed WT mice.

Sex differences in inflammatory mediators and MMP expression were observed. A 1-day smoke exposure induced a significant increase in KC, MMP9 and MMP12 and a nearly significant increase in IL-1β and IL-6 that was not observed in male mice (Table 3). Female βENaC mice exposed to sham air expressed higher levels of KC, MIP-2, IL-6, and MMP12 mRNAs compared to male βENaC mice exposed to sham air studied at 1 day (Table 3). βENaC females exposed to 5 days of cigarette smoke had higher KC and MIP-2 expression than βENaC males with the same smoke exposure (Table 4).

Analysis of gene expression changes between 1- and 5-day exposures revealed interesting changes (Tables 3 and 4). MIP-2 expression significantly increased from 1 to 5 days of smoke exposure in female βENaC mice. A similar trend in MIP-2 expression was observed in WT female mice but did not reach significance. MMP9 expression decreased from 1 to 5 days of smoke exposure in WT females. A similar trend was observed in βENaC females, though it did not reach statistical significance. MMP12 expression in both male and female βENaC lungs appeared to increase between 1 and 5 days of smoke with a high degree of variability and did not achieve significance.

Thus, taken together, in female WT mice, smoke caused an increase in the mRNA expression of the chemokine KC and the two metalloproteinases, MMP9 and MMP12 after exposure for 1 day that was not observed in male mice or in either sex after 5 days. Sham-exposed female βENaC lungs expressed higher levels of many chemokines, cytokines and MMP12 than WT mice, and smoke resulted in a decrease in KC, MIP-2, IL-6 and MMP12. The only differences in male mice in the expression of the genes examined were due to genotype, and male mice showed no effect of smoke. Both the studies of leukocytes and of mediators suggest that the lungs rapidly upregulate protective mechanisms against the oxidant stress induced by inhalation of particulate and gaseous components of cigarette smoke. Gene profiling of lung tissue was performed to assess the rapidity and nature of these protective mechanisms, as well as to better understand other aspects of the lungs’ response.

Analysis of the protein expression of chemokines and cytokines in the BAL fluid using a multiplex ELISA did not reveal any significant effects of 1- or 5-day smoke exposure when measured 16 or 24 hours later in BAL fluid. Because BAL fluid represents a dilution of the epithelial cell lining fluid of 50–100 fold, low concentrations and small changes in expression are unlikely to be detected.

### Plasma levels of cotinine

In separate studies performed to assess the effect of smoke exposure on gene expression, plasma samples were obtained 4 hours after 1- or 5-day exposures, and the concentration of cotinine was measured. No cotinine was detected in any sample from sham-exposed mice (Table 5). Cotinine was present after 1- or 5-day exposures to cigarette smoke, and there was no difference in 1-day compared to 5-day exposures when each sex and genotype are compared individually. When values from males and females of both genotypes are pooled, 1-day exposures resulted in a higher plasma cotinine concentration than 5-day exposures (52.1 ± 4.9 ng/mL after 1-day exposure *vs*. 33.4 ± 5.4 ng/mL after exposure for 5 days).

**Table 5:** Concentration of cotinine in plasma (ng/mL plasma) measured by an ELISA.

	1-day exposure		5-day exposure	
Genotype	Sham	Smoke	Sham	Smoke
WT mice				
Male	None detected	44.8 ± 5.3	None detected	35.6 ± 9.2
Female	None detected	47.6 ± 3.8	None detected	31.0 ± 7.7
βENaC mice				
Male	None detected	52.1 ± 10.9	None detected	40.3 ± 3.7
Female	None detected	64.0 ± 4.1	None detected	27.2 ± 10.6

Cotinine concentration in the plasma samples show a clear distinction between smoke- and sham-exposed animals and are not significantly different with regard to sex or genotype. Data are expressed as mean ± SEM. N = 5 per group except n = 6 WT sham 5-day female mice, n = 4 βENaC sham 5-day female mice, and n = 4 WT smoke 5-day male mice.

### Exposure, genotype, and sex cause changes in hundreds of genes in the gene expression profile

In order to explore the variation within each duration of exposure and compare the responses, the samples from the 1-day and 5-day exposure durations were analyzed separately. 

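RNA from the whole lungs of 79 mice was measured on 1 array per mouse, 40 mice after the 1-day exposures and 39 after the 5-day exposures, in 16 groups of 4 to 6 mice defined by genotype, exposure, sex and exposure duration. The 1-day exposures comprised 20 smoke-exposed and 20 sham-exposed mice, and the 5-day exposures comprised 19 smoke-exposed and 20 sham-exposed mice. The authors deposited normalized log2 intensities after RMA background correction, correction for GC content and probe sequence, quantile normalization across arrays and median polish of the probes of each gene. The deposited table held values between 1.98 and 13.41, array medians between 4.44 and 4.55, and correlations between arrays of at least 0.965. A symbol was available for 21837 of these genes. Signal over background was not analysed here, and the number of arrays limits the precision. The groups were taken from the sample titles and characteristics. The source names of 13 WT smoke-exposed mice call them βENaC, against their titles, their genotype entries and the group sizes the paper gives. The transgene Scnn1b (NM_001272023, chromosome 7) had an intensity of 8.98 ± 0.21 (SD, n = 40) in WT mice and 11.69 ± 0.10 (SD, n = 39) in βENaC mice, with no overlap between genotypes. Xist (NR_001463, chromosome X) was at 3.45 ± 0.16 (SD, n = 39) in males and 10.94 ± 0.07 (SD, n = 40) in females. For each exposure duration, a linear model with terms for genotype (WT minus βENaC), exposure (smoke minus sham) and sex (male minus female) was fitted to every gene with limma's moderated test, and p-values were adjusted by the Benjamini-Hochberg method over all genes. A gene was counted as a response gene at an adjusted p below 0.05 and a coefficient larger in size than 0.379, which is a 1.3-fold change. These settings, the comparisons and the alternatives were chosen before the data were examined, except where the text says otherwise.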

To assess gene expression changes at 1 compared to 5 days of smoke exposure, the number of significant genes associated with exposure (smoke vs sham), genotype (WT vs βENaC), and sex were recorded (Table 6, S2 and S3 Tables).

**Table 6:** Differences in the number of genes influenced by each variable of interest.

	1 day	5 days
**Exposure**	330	347
**Genotype**	467	772
**Sex**	253	59

Smoke exposure, genotype, sex, and exposure duration all contribute important information to the gene expression profile. Only genes with a significant association (q<0.05) with the variable of interest and a fold change >+/-1.3 are recorded.

This analysis showed that after 1 and 5 days of smoke, exposure caused hundreds of genes to change significantly (330 and 347 genes, respectively, S4 and S5 Tables). 

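In the limma fits, 337 genes passed both thresholds for exposure at 1 day, with 152 higher and 185 lower in smoke-exposed mice, and 362 genes passed at 5 days, with 181 in each direction. The median size of their exposure coefficients was 0.49 at 1 day and 0.50 at 5 days on the log2 scale, against a median standard error over all genes of 0.0503 and 0.0502. Among the alternatives that kept the 1.3-fold threshold and all mice, limma's array weights moved the counts most, to 367 and 390 genes. Without a fold threshold, 1576 genes were higher and 1388 lower in smoke-exposed mice at 1 day and 993 and 1055 at 5 days. With each mouse left out in turn, the counts stayed between 312 and 374 at 1 day and between 324 and 423 at 5 days. Cyp1a1 (NM_001136059, chromosome 9) had the largest coefficient at both durations. Its log2 intensity was 7.13 ± 1.14 (SD, n = 20) in sham-exposed and 11.24 ± 0.26 (SD, n = 20) in smoke-exposed mice at 1 day, a coefficient of 4.11 (SE 0.25, limma adjusted p = 1.19e-15). At 5 days the values were 6.49 ± 0.69 (SD, n = 20) and 11.08 ± 0.33 (SD, n = 19), a coefficient of 4.59 (SE 0.17, limma adjusted p = 3.25e-22). Every smoke-exposed mouse lay above every sham-exposed mouse of the same duration, although the sham-exposed mice at 1 day ranged from 5.43 to 8.98. The coefficient ranged from 4.03 to 4.21 at 1 day and from 4.54 to 4.68 at 5 days with each mouse left out. The largest decreases at 1 day were those of Ccdc129 (NM_001081665, chromosome 6), Ifitm6 (NM_001033632, chromosome 7) and Emr4 (NM_139138, chromosome 17), with coefficients of -1.15, -1.14 and -1.12.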

Genotype has the greatest impact on the gene expression profile, showing the largest number of impacted genes after both 1 and 5 days (467 and 772 genes, respectively). 

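For genotype, 484 genes passed both thresholds at 1 day and 791 at 5 days. Most were higher in βENaC mice, with 353 against 131 higher in WT mice at 1 day and 587 against 204 at 5 days. The median size of their genotype coefficients was 0.56 and 0.55. The counts ranged from 422 to 545 and from 672 to 867 with each mouse left out in turn. At both durations they exceeded the counts for exposure and for sex under every alternative that applied the 1.3-fold threshold. Without a fold threshold, genotype had the fewest genes of the 3 variables at 1 day, and the balance of directions changed, with 1123 genes higher in βENaC and 717 higher in WT mice at 1 day and 1521 against 1670 at 5 days.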

The number of sex-response genes varies greatly, from 253 genes changed after 1 day of smoke to 59 genes changed after 5 days of smoke.

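For sex, 262 genes passed both thresholds at 1 day, 204 of them higher in males, and 62 passed at 5 days, 46 of them higher in males. The counts with each mouse left out ranged from 230 to 307 and from 58 to 72. Of the genes with a known chromosome, 26 of 196 at 1 day and 17 of 30 at 5 days lay on the X or Y chromosome. Of the 262 genes at 1 day, 230 had a coefficient of the same sign at 5 days and 45 passed both thresholds there. The median ratio of the 5-day to the 1-day coefficient over these 262 genes was 0.315. A normalization of the deposited values by quantiles lowered the share higher in males at 1 day from 77.9% to 62.9%.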

### The exposure-response gene profile clusters into five distinct clusters, which represent different biological pathways

To visualize the patterns of gene expression changes associated with exposure, the normalized log2 intensities of the combined 556 exposure-response genes from 1 and 5 days (hereafter, the “pooled exposure-response genes”) were compiled and clustered using k-means and hierarchical clustering (Fig 3). 

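The pooled list of genes past both thresholds at 1 or 5 days held 572 genes in the limma fits. Hierarchical clustering of the 79 mice on these genes, with Pearson correlation distance and average linkage, gave a first split that separated 1 mouse (WT smoke-exposed female, 5 days, replicate 2) from the other 78. Divided into 4 branches, the tree held 37 smoke-exposed mice in one branch, 38 sham-exposed mice in another, the mouse named above alone, and a branch of 3 mice. These 3 mice were a βENaC sham-exposed male of the 1-day exposures (replicate 1), a βENaC sham-exposed male of the 5-day exposures (replicate 3) and a βENaC smoke-exposed female of the 5-day exposures (replicate 3). With complete linkage in place of average linkage, the first split placed 78 of the 79 mice with the majority of their exposure. In a division into 5 branches with average linkage, 5 sham-exposed females of the 1-day exposures, 2 WT and 3 βENaC, formed a branch of their own.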

The samples segregated first into smoke and sham, as expected, with two distinct groups of sham-exposed samples. 

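Grouping within each exposure was measured over the pooled exposure-response genes, centered per gene. The measure was the mean Pearson correlation of pairs of mice that share a label minus that of pairs that do not. A one-sided permutation test asked whether pairs that share a label correlate more. These 6 comparisons (3 labels in the smoke-exposed and 3 in the sham-exposed mice) were chosen after the data were examined. Among the 39 smoke-exposed mice, pairs of the same exposure duration had a mean correlation of 0.376 and pairs of different durations 0.151, a difference of 0.225 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05). Among the 40 sham-exposed mice, the corresponding values were 0.281 and 0.260, a difference of 0.0208 (permutation p = 0.00951, which is also its adjusted p).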

Among the smoke-exposed samples, there was further grouping by exposure duration (1 day vs 5 days), which was not present in the sham-exposed samples. 

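Pairs of sham-exposed mice of the same genotype had a mean correlation of 0.452 over the pooled exposure-response genes, and pairs of different genotypes 0.0964. The difference of 0.356 was the largest of the 6 grouping differences (permutation p = 1e-05, the smallest possible).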

Among the sham-exposed samples, there was further grouping by genotype (WT vs βENaC). Genotype did not segregate within the smoke-exposed groups, and there was no segregation by sex in any group.

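Among the smoke-exposed mice, pairs of the same genotype had a mean correlation of 0.392 and pairs of different genotypes 0.136, a difference of 0.256 (permutation p = 1e-05, the smallest possible). For sex, the difference was 0.0522 in the smoke-exposed mice (permutation p = 2e-05, adjusted p = 3e-05) and 0.035 in the sham-exposed mice (permutation p = 0.00082, adjusted p = 0.000984).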

**Fig 3:**
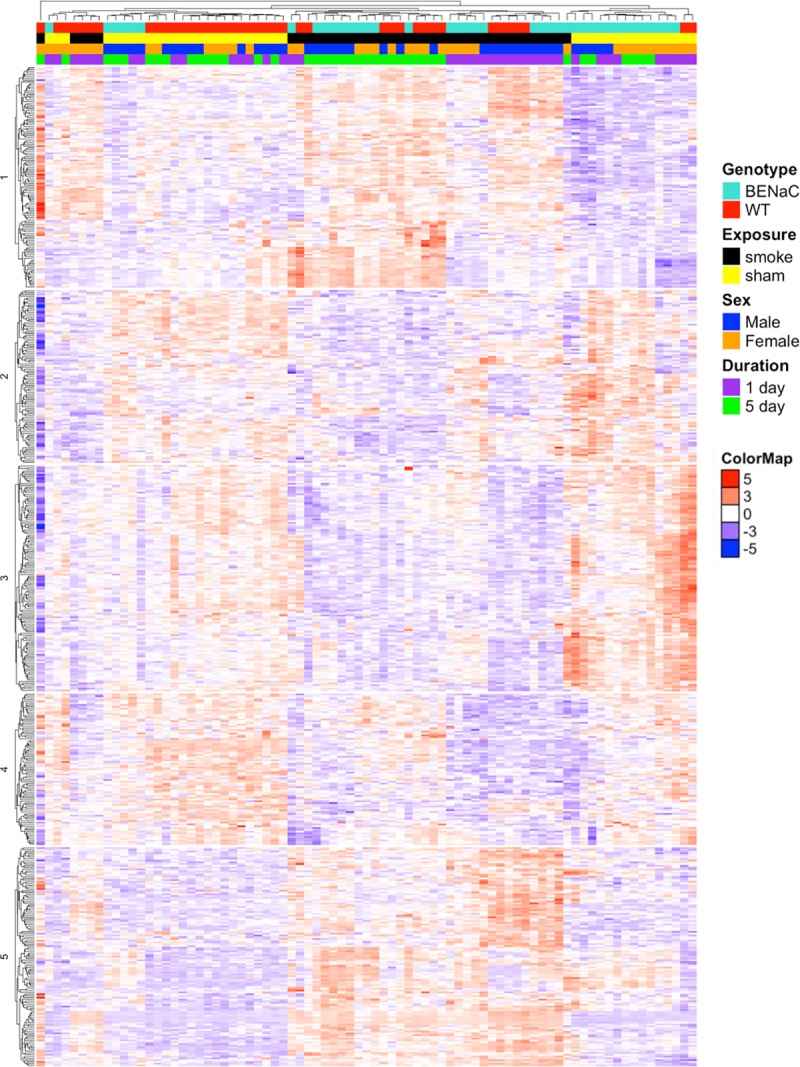
Differences in the gene expression profile between smoke and sham exposure. A heatmap of all samples showing the expression levels of the pooled list of exposure-response genes that were significantly associated with exposure after 1 and/or 5 days and with a fold change greater than +/-1.3. The color bar above the heatmap provides information about each sample. The samples subdivide into smoke- and sham-exposed samples, and then further subdivide by exposure duration (1 vs 5 days) in the smoke-exposed samples and by genotype (WT vs βENaC) in the sham-exposed animals. The genes were clustered into 5 clusters with distinct expression patterns using k-means clustering.

The 556 exposure-response genes clustered into five clusters with distinct expression patterns using the k-means algorithm. 

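k-means clustering with k = 5 and the best of 50 starts, on log2 intensities centered per gene, gave clusters of 235, 178, 9, 15 and 135 genes. The median exposure coefficients at 1 and 5 days were 0.42 and 0.45 in the cluster of 235 genes and 2.84 and 2.39 in the cluster of 9 genes. The cluster of 9 genes included Cyp1a1, Slc7a11, Cyp1b1, Nqo1, Aldh3a1 and Ces1g. The cluster of 15 genes, with Clca3, Pigr and Ighv12-3 among its members, had medians of 0.13 and 0.48. The remaining clusters had medians of -0.39 and -0.39 (178 genes) and of -0.44 and -0.42 (135 genes). With intensities standardized per gene, the same algorithm gave clusters of 126 and 128 genes with positive medians and of 88, 127 and 103 genes with negative medians at both durations.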

Three clusters (2, 3 and 4) contain genes that were downregulated in response to smoke, and two clusters (1 and 5) contain genes that were upregulated in response to smoke. The list of the genes in each cluster was then input into both GSEA and Ingenuity Pathway Analysis to understand the biological pathways represented. A summary of the Canonical Pathways that are significantly enriched in each cluster and how these genes respond to smoke exposure is presented in Table 7.

**Table 7:** Changes due to exposure at 1 and/or 5 days.

		B Coefficient for Exposure		Expression Change in	
Cluster	Key genes	1 day	5 days	Response to Smoke	Representative Pathways
1	Ces1g	2.07	2.61	Upregulated	Drug Metabolism by Cytochrome P450
	Ptgs2	1.37	0.64		Biological Oxidations
	1810010H24Rik	0.82	0.50		Nicotine Degradation II
	Slc4a1	0.71	1.89		Glutathione-mediated Detoxification
	Apol11b	0.43	1.56		Estrogen Biosynthesis
2	Pigr	-0.59	-0.01	Downregulated	Matrisome
	Slurp1	-0.63	-0.28		ECM Glycoproteins
	Plcb1	-0.74	-0.92		Chemokine Signaling
	Ighv12-3	-0.20	-1.08		ECM Regulators
	Spon2	-0.46	-1.22		Cytokine-Cytokine Receptor Interaction
	*Clca3*	1.15	-1.61		Collagen Formation
	*Adamts17*	0.61	-0.79		Focal Adhesion
	*Eln*	0.54	-0.39		ECM Organization
3				Downregulated	Immune System
	Serpinb10	-1.05	-0.81		Granulocytes Pathway
	Emr4	-1.12	-1.05		Interferon Signaling
	Ifitm6	-1.14	-0.87		Phagosome Formation
	Ccr3	-0.68	-0.91		Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses
					Leukocyte Extravasation Signaling
4	Slc10a5	-0.79	-0.08	Downregulated	
	Igkv4-80	-0.81	-1.02		No canonical pathways with
	Ccdc129	-1.15	-0.22		significant association
	Aplnr	-0.21	-0.74		
	Fabp1	-0.26	-1.13		
5	Cyp1a1	4.11	4.59	Upregulated	NRF2-mediated Oxidative Stress Response
	Slc7a11	3.65	1.69		Glutathione Biosynthesis
	Cyp1b1	3.16	3.01		Metabolism of Xenobiotics by Cytochrome P450
	Nqo1	2.87	2.64		Xenobiotic Metabolism Signaling
					Glutathione-mediated Detoxification

The clusters, depicted in Fig 1, are summarized. The key genes were identified as the top 3 genes up or downregulated by smoke; the top genes from 1 and 5 days were assimilated together into one list. Representative pathways were determined by significant enrichment in the Canonical Pathways from either the GSEA or IPA databases. Italicized genes are upregulated after 1 day and downregulated after 5 days of smoke exposure.

Clusters 1 and 5 contain genes upregulated in response to smoke. Genes in Cluster 5 are associated with cytoprotective processes to oxidative stress, including NRF2-mediated responses to oxidative stress and glutathione-mediated detoxification. 

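Except for Hmox1, the genes of these responses given here were higher in smoke-exposed mice at both durations. Hmox1 had a coefficient of 1.76 at 1 day and of 0.24 at 5 days (limma adjusted p = 0.358 at 5 days). Nqo1 (NM_008706, chromosome 8) had a log2 intensity of 5.96 ± 0.30 (SD, n = 20) in sham-exposed and 8.83 ± 0.41 (SD, n = 20) in smoke-exposed mice at 1 day, and its coefficient was 2.87 at 1 day and 2.64 at 5 days. Cyp1b1 (NM_009994, chromosome 17) had coefficients of 3.16 and 3.01, and Aldh3a1 (NM_001112725, chromosome 11) of 2.84 and 2.39. For these 3 genes, every smoke-exposed mouse lay above every sham-exposed mouse at each duration. Gclm (NM_008129, chromosome 3) rose by 1.19 at 1 day (SE 0.06, limma adjusted p = 1.69e-19) and by 0.79 at 5 days (SE 0.06, limma adjusted p = 7.94e-13). Srxn1 (NM_029688, chromosome 2) rose by 1.35 and 0.60, and Gstp1 (NM_013541, chromosome 19) by 0.45 and 0.41. Slc7a11 (NM_011990, chromosome 3) rose by 3.65 at 1 day (SE 0.27, limma adjusted p = 3.1e-13) and by 1.69 at 5 days (SE 0.22, limma adjusted p = 1.22e-06), and its 1-day coefficient differed between genotypes.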

The xenobiotic response, as mediated through cytochrome P450 enzymes, is also associated with this gene list. The genes in Cluster 1 are associated with processes such as nicotine degradation, drug metabolism by cytochrome P450 enzymes, glutathione-mediated detoxification, and estrogen biosynthesis.

Genes within Clusters 2 and 4 are downregulated in response to smoke. Cluster 2 genes are associated with the regulation and organization of the extracellular matrix (ECM). Pathways such as those involved in the matrisome, collagen formation, and ECM organization are enriched. A subset of the Cluster 2 genes are upregulated after 1 day of smoke exposure but downregulated by 5 days. 

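Of the 572 pooled exposure-response genes, 35 had a positive exposure coefficient at 1 day and a negative one at 5 days, and 28 the opposite. Of the 35, 2 genes had a limma adjusted p below 0.05 at both durations. Adamts17 (NM_001033877, chromosome 7) had a coefficient of 0.61 at 1 day (SE 0.16, limma adjusted p = 0.00861) and of -0.79 at 5 days (SE 0.13, limma adjusted p = 7.38e-05). Its log2 intensity was 5.93 ± 0.60 (SD, n = 20) in sham-exposed and 6.53 ± 0.64 (SD, n = 20) in smoke-exposed mice at 1 day, and 6.41 ± 0.54 (SD, n = 20) and 5.62 ± 0.31 (SD, n = 19) at 5 days. Scube2 (NM_020052), named after its values were seen, had coefficients of 0.27 (limma adjusted p = 0.0274) and -0.38 (limma adjusted p = 0.00608). Eln (NM_007925, chromosome 5) rose by 0.54 at 1 day (SE 0.13, limma adjusted p = 0.00348) and had a coefficient of -0.39 at 5 days (SE 0.12, limma adjusted p = 0.0508), which lay past 0.05 under some of the alternatives. Clca3 (NM_017474, chromosome 3) had a coefficient of 1.15 at 1 day (limma adjusted p = 0.167) and of -1.61 at 5 days (limma adjusted p = 0.0317), and the latter lost an adjusted p below 0.05 when any of 5 mice was left out.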

Interestingly, Cluster 4 genes also appear to have different responses to exposure duration in the smoke-exposed animals: they are downregulated to different magnitudes after 1 compared to 5 days of smoke. However, Cluster 4 genes are not significantly associated with any canonical pathways.

The downregulated Cluster 3 genes are enriched for biological pathways encompassing many aspects of the immune system response, such as granulocyte, monocyte, and B lymphocyte pathways. 

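Of the genes of the immune system named by the paper, the 3 given next fell at both durations, while Ikbkg rose by 0.39 and 0.32 and Cxcl10 changed by -0.07 at 1 day (limma adjusted p = 0.888) and -0.45 at 5 days. Itgam (NM_001082960, chromosome 7) had exposure coefficients of -0.46 at 1 day (SE 0.14, limma adjusted p = 0.0309) and -0.43 at 5 days (SE 0.13, limma adjusted p = 0.0321), and it lost an adjusted p below 0.05 without any of 3 mice at 1 day and any of 5 mice at 5 days. Itgal (NM_001253872, chromosome 7) had coefficients of -0.46 and -0.40 and Fcgr1 (NM_010186, chromosome 3) of -0.52 and -0.51. For both genes every smoke-exposed mouse lay below the mean of the sham-exposed mice of its own genotype and sex, 20 of 20 at 1 day and 19 of 19 at 5 days. A list of 6 monocyte genes, written before the data were examined and scored as the mean centered log2 intensity per mouse, was lower by -0.53 in smoke-exposed mice at 1 day (permutation p = 7e-05, adjusted p = 0.00063) and by -0.45 at 5 days (permutation p = 1e-05, the smallest possible, adjusted p = 0.000111). All 6 genes fell at both durations. The permutation tests were two-sided and belong to a family of 144 tests over 24 lists.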

Immune responses including the Fc gamma receptor-mediated phagocytosis in macrophages and monocytes, phagosome formation, and the role of pattern recognition receptors in recognition of bacteria and viruses are also associated with the gene list from Cluster 3.

### A minority of exposure-response genes are also influenced by genotype and/or sex independently

In order to understand the changes due to smoke in these exposure-response genes, it is important to understand whether the baseline expression level in sham-exposed mice is different between sexes and/or genotypes. We hypothesized that there are genotype- and sex-specific effects occurring during smoke exposure. 

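A smoke score was computed for each mouse as the mean centered log2 intensity of the exposure-response genes that rose minus that of the genes that fell, with the genes chosen at the other exposure duration. At 1 day, the score of smoke-exposed mice exceeded that of sham-exposed mice by 0.87 in WT females, 0.86 in WT males, 0.55 in βENaC females and 0.79 in βENaC males. An exact two-sided permutation test over the 252 splits of 5 against 5 mice gave p = 0.00794, the smallest that these groups allow, in the first 3 groups and p = 0.0159 in βENaC males. At 5 days the differences were 0.77, 0.90, 0.65 and 0.82 in the same order, with exact p = 0.00216 in WT females and exact p = 0.00794 in the other groups. The smoke effect was larger in males by 0.12 at 1 day (permutation p = 0.368) and 0.16 at 5 days (permutation p = 0.217). It was larger in WT mice by 0.19 at 1 day (permutation p = 0.134) and 0.10 at 5 days (permutation p = 0.454). After adjustment over the 12 tests of this family, the tests within groups lay between 0.0136 and 0.0238 and those of the differences between sexes or genotypes between 0.178 and 0.454. With a fixed list of 13 AHR and NRF2 target genes in place of the genes chosen from the data, the differences were larger. The smoke effect on that list was larger in males by 0.42 at 1 day (permutation p = 0.00268) and by 0.24 at 5 days (permutation p = 0.026), and larger in WT mice by 0.41 at 1 day (permutation p = 0.00354). At 5 days, the list's means in WT females and males were -0.87 and -0.82 with sham and 0.41 and 0.52 with smoke. In βENaC females and males they were -0.58 and -0.60 with sham and 0.32 and 0.74 with smoke. A test by genotype at 5 days is not given, so no conclusion is drawn there. Without the WT smoke-exposed female of the 5-day exposures (replicate 2), the sex difference of the smoke score at 5 days was 0.25 (permutation p = 0.00705).

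**Figure D1:**
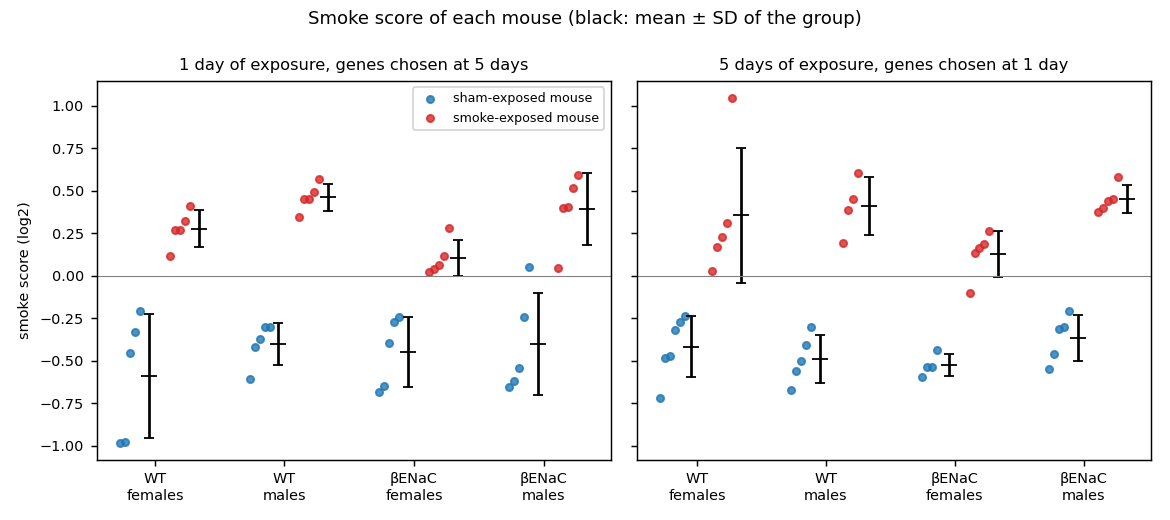
Smoke score of each mouse (mean centered log2 intensity of the genes that rose minus that of the genes that fell) by genotype and sex, with sham-exposed mice in blue, smoke-exposed mice in red and black bars for the mean ± SD of each group. The left panel shows the 1-day exposures, scored with genes chosen at 5 days, and the right panel the 5-day exposures, scored with genes chosen at 1 day. In all 8 comparisons the mean of the smoke-exposed mice is higher, by 0.55 to 0.90.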

Overall, there is no difference resulting from smoke exposure in males compared to females or in βENaC mice compared to WT mice. 

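The exposure by genotype and exposure by sex terms were tested together for every gene with limma's moderated F-test. At 1 day, 2 genes had an adjusted p below 0.05 and 2275 genes (7.26%) an unadjusted p below 0.05. At 5 days, no gene passed (0 genes by limma and 0 by the ordinary linear model), the smallest limma adjusted p was 0.74, and 1084 genes (3.46%) had an unadjusted p below 0.05 by limma and 1104 by the ordinary linear model. In the ordinary linear model at 1 day, no gene passed (0 genes, smallest adjusted p = 0.0601, 2227 genes at an unadjusted p below 0.05). Mir1938 (NR_035459), named after its values were seen, had a limma adjusted p of 0.0309 for the 2 terms together. Its exposure by sex coefficient was 0.68 (limma adjusted p = 0.00547 for this term alone). In smoke-exposed mice its log2 intensity was 7.85 ± 0.18 in WT males and 7.76 ± 0.07 in βENaC males, against 7.08 ± 0.06 in WT females and 6.98 ± 0.17 in βENaC females (SD, n = 5 each). Slc7a11 had a limma adjusted p of 0.034 for the 2 terms together. Its exposure by genotype coefficient was 2.30 (limma adjusted p = 0.0186 for this term alone). In sham-exposed mice it was at 4.48 ± 0.32 in WT females and 4.65 ± 0.26 in WT males, against 6.04 ± 0.68 in βENaC females and 6.56 ± 1.49 in βENaC males (SD, n = 5 each). In smoke-exposed mice its group means lay between 8.32 and 9.78. The 2 genes were not both called under every alternative, and the count at 1 day ranged from 0 to 5 with each mouse left out. When p-values were adjusted within the exposure-response genes alone, 18 genes passed at 1 day and 3 at 5 days.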

Our analysis showed no dependent relationship between smoke exposure and either genotype or sex. However, many independent effects were identified (Fig 4A), suggesting the effects of exposure, genotype, and sex on gene expression are largely additive. Many of the exposure-response genes are also influenced by genotype and/or sex; the changes in gene expression from all variables together make up the total change in the gene’s expression compared to wildtype sham-exposed mice. 

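Of the 337 exposure-response genes at 1 day, 155 (46.0%) also had a limma adjusted p below 0.05 for genotype or sex. At 5 days this held for 147 of 362 (40.6%). Of all genes of the table, 14.8% at 1 day and 10.7% at 5 days had an adjusted p below 0.05 for genotype or sex. When a 1.3-fold change was also asked of genotype or sex, 85 (25.2%) and 87 (24.0%) exposure-response genes remained in the count.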

For 56% of the exposure-response genes at 1 day and 41% of the exposure-response genes at 5 days, the gene expression is changed significantly by both exposure and at least one other variable, independently. For example, 93 genes were associated with both exposure and sex after 1 day of smoke exposure (Fig 4A). Therefore, while we did not find many significant dependent relationships between exposure and either genotype or sex, the expression of many exposure-response genes is further influenced by genotype and sex, independently.

**Fig 4:**
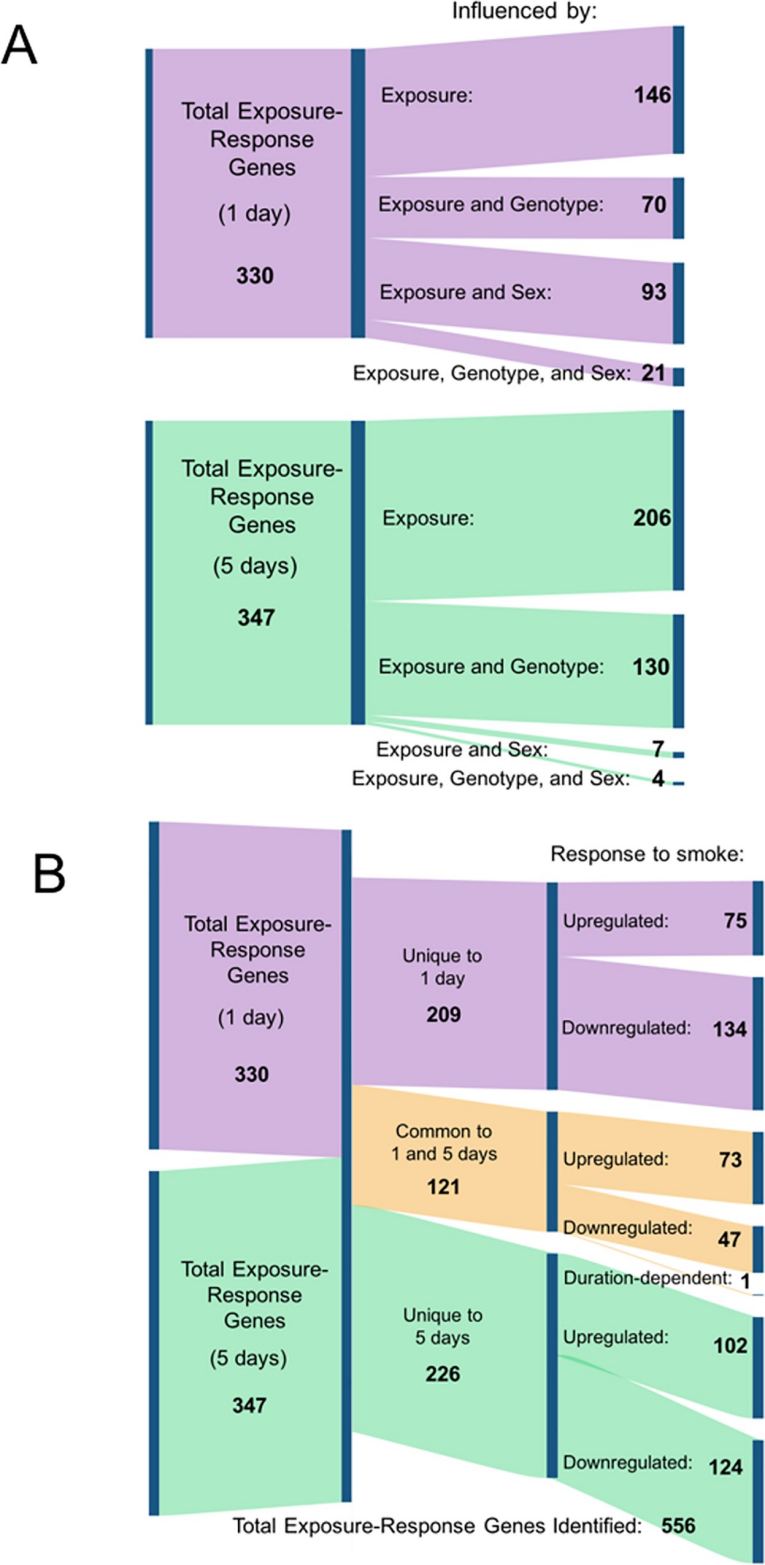
Breakdown of exposure-response genes by exposure duration and response to smoke. The Sankey diagram breaks down the genes in a hierarchical manner, and the area of the shape is proportional to the number of genes represented. Purple indicates results from 1 day of exposure; green indicates results from 5 days of exposure. (A): Sankey diagram showing the proportion of exposure-response genes additionally affected by genotype and/or sex: 56% of the exposure-response genes at 1 day and 41% of the genes at 5 days are further modulated by genotype and/or sex. At 1 day, 70 of the exposure-response genes were also influenced by genotype and 93 genes were also influenced by sex, while 21 of the exposure-response genes were influenced independently by exposure, genotype, and sex. After 5 days, 130 of the exposure-response genes were also influenced by genotype and 7 genes were also influenced by sex. Four genes were influenced independently by exposure, genotype, and sex. (B): Sankey diagram showing the proportion of exposure-response genes that are unique to each exposure duration (green and purple) compared to the proportion that responds significantly after both 1 and 5 days (orange). 556 total exposure-response genes were identified at 1 and/or 5 days of smoke exposure. At 1 day, 330 exposure-genes were identified. 209 of these genes were uniquely significantly associated with the 1 day exposure, while 121 genes were also identified as significantly associated after 5 days. After 5 days, 347 exposure-genes were identified, 226 of which were uniquely significantly associated with 5 days of exposure. Diagrams created using SankeyMATIC.

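In the limma fits at 1 day, 72 exposure-response genes had an adjusted p below 0.05 for genotype and 104 for sex, of which 21 had both. These are 51 genes with genotype and not sex, 83 with sex and not genotype, and 182 with neither.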

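At 5 days, 142 exposure-response genes also had a limma adjusted p below 0.05 for genotype and 10 for sex, and 215 had neither. The 5 genes with both, named after their values were seen, were Bpgm (ENSMUST00000045372), Nrcam (NM_001146031), Fech (NM_007998), Slc25a37 (NM_026331) and Ube2o (NM_173755). Slc4a1 rose by 1.89 with smoke at 5 days (SE 0.20, limma adjusted p = 1.28e-08), together with the other genes of a list of red cell transcripts.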

### Changes in the exposure response after 1 compared to 5 days of smoke

We next asked whether the exposure-response gene expression profiles at 1 and 5 days were different by assessing how many of the exposure-response genes were uniquely responsive at each exposure duration and how many were commonly significant after both 1 and 5 days of exposure. Although the number of changed genes is similar between 1 and 5 days, only 121 of these are changed after both 1 and 5 days. 

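In the limma fits, 127 genes passed both thresholds at 1 day and at 5 days. Of these, 76 were higher and 50 lower in smoke-exposed mice at both durations, and 1 (Adamts17) changed sign. A further 210 genes passed at 1 day only, 75 higher and 135 lower, and 235 passed at 5 days only, 105 higher and 130 lower.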

Of the 556 total unique genes that changed in response to exposure, the majority of the exposure-response genes (435 genes, 78%) have a specific, duration-dependent response (Fig 4B).

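The 445 genes that passed both thresholds at a single duration were 77.8% of the pooled list. Of these, 383 (86.1%) had a coefficient of the same sign at the other duration, and 115 of the 383 had a limma adjusted p below 0.05 there as well. The difference between durations was tested directly with an exposure by duration term in all 79 mice. By that test, 152 of the 445 genes (34.2%) had a limma adjusted p below 0.05, as did 17 of the 127 genes past both thresholds at both durations.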

Although there are specific genes that have a duration-dependent response, overall, the exposure response at 1 and 5 days is similar. To further compare the gene expression response to smoke exposure at these durations, we also looked at the correlation of β coefficients within the pooled response genes (Fig 5). 

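Across the 891 genes past both thresholds for genotype at either duration, the genotype coefficients at 1 and 5 days had a Pearson correlation of 0.930 and a slope of 1.13 (5 days on 1 day), and 98.0% had the same sign. Across the 279 genes past both thresholds for sex, the correlation was 0.909 and the slope 0.936, and 88.2% had the same sign. These are correlations across genes, and genes are not independent replicates. Without the listed sex-chromosome genes, the correlation of the sex coefficients was 0.717 and the slope 0.759.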

Genotype- and sex-response genes have greater correlations (0.94 and 0.91, respectively) and slopes very close to one when comparing exposure durations, showing that the impact of smoke is approximately the same after a single exposure as after repeated exposures for 5 days (Fig 5). Exposure has the greatest variability of response between these exposure durations. The correlation coefficient of 0.77 and slope of 0.76 shows that the responses after 1 and 5 days of exposure are generally similar. However, some genes show different behavior that is exposure duration-dependent, as evidenced by a significant interaction between exposure and exposure duration (red dots in Fig 5A). 

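Across the 572 pooled exposure-response genes, the exposure coefficients of the limma fits at 1 and 5 days had a Pearson correlation of 0.766 and a slope of 0.761, and 89.0% had the same sign. How the genes were chosen moved the correlation most, from 0.498 across all genes of the table to 0.934 across the genes past both thresholds at both durations. Across genes chosen at 1 day alone the correlation was 0.871, and across genes chosen at 5 days alone the slope was 0.934.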

We hypothesized that these genes exhibiting exposure duration-dependent behavior reflected important differences in the lung’s response after the first compared to repeated exposures to cigarette smoke.

**Fig 5:**
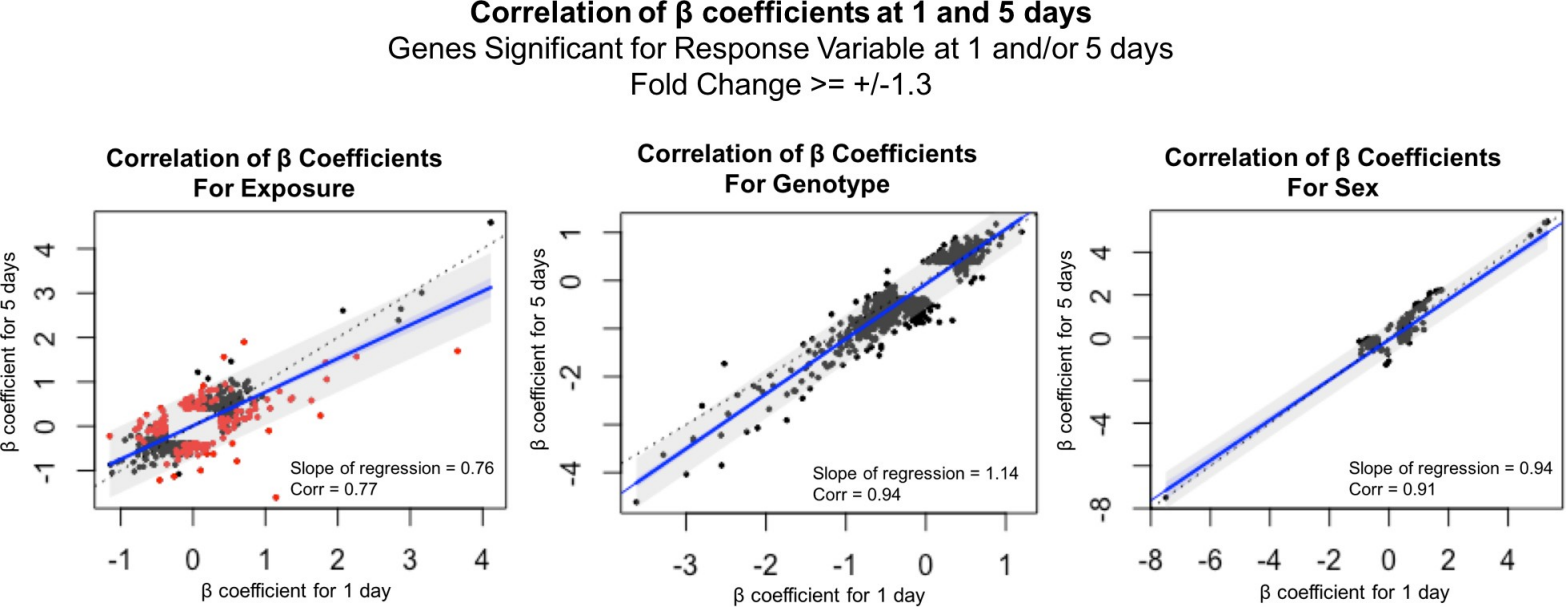
Correlation between 1- and 5-day β coefficients in significant response genes for each variable. The coefficient of correlation (“Corr”) is listed in the bottom right corner of the graph and reflects the tightness of fit of the observed β coefficients to a linear pattern. The slope of the best-fit regression line (“Slope of regression”, blue line) is also reported in the bottom right corner of the graph; the amount of deviation from the slope of the unity line (black dotted line) shows the amount of exposure-duration dependent response observed. The 95% confidence intervals for the regression line are outlined in blue, and the 95% prediction interval is outlined in grey. (A): Correlation of the exposure effects on expression in exposure-response genes at 1 and 5 days. Red dots indicate those genes which have significantly different responses at 1 and 5 days, as indicated by an interaction test. (B): Correlation of the genotype effects on expression in genotype-response genes at 1 and 5 days. (C): Correlation of the sex effects on expression in sex-response genes at 1 and 5 days.

### Gene sets describing the function of duration-dependent exposure-response genes include ECM and oxidative stress pathways

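The exposure by duration term, tested with limma in all 79 mice and adjusted within the 572 pooled genes, had an adjusted p below 0.05 in 169 genes (29.5%). Of these, 56 had coefficients of opposite sign at 1 and 5 days, 62 had a smaller coefficient of the same sign at 5 days, and 51 a larger one. With each mouse left out in turn, between 154 and 192 genes passed. With genotype, sex and their interactions with duration added to the fit, a choice made after the data were examined, 219 genes passed by limma and 210 by the ordinary linear model. Hmox1 (NM_010442, chromosome 8) was at 7.87 ± 0.47 (SD, n = 20) in sham-exposed and 9.63 ± 0.58 (SD, n = 20) in smoke-exposed mice at 1 day, and at 7.92 ± 0.54 (SD, n = 20) and 8.21 ± 0.62 (SD, n = 19) at 5 days. Its exposure coefficient was lower at 5 days, by -1.47 (SE 0.25, limma adjusted p = 3.01e-05). The corresponding difference for Adamts17 was -1.39 (SE 0.24, limma adjusted p = 3.01e-05). Gsta1 (NM_008181, chromosome 9) rose by 1.63 at 1 day and 0.58 at 5 days, a difference of -1.06 (SE 0.19, limma adjusted p = 4.77e-05).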

In fact, 165 exposure-response genes had significantly different responses at each exposure duration (S6 Table; red dots, Fig 5A). An overlap analysis was performed using this gene list and the GSEA’s Canonical Pathways list to determine if these genes represented any functional pathways that respond differently between 1 and 5 days of exposure (Table 8). Several of the associated gene sets fell into two categories: oxidation/conjugation of glutathione and regulation of the extracellular matrix (ECM). The duration-dependent exposure-response gene list had the most significant overlap with the NABA Matrisome gene set; 21 of the 165 duration-dependent exposure-response genes (q = 4.15e^-10^). The second most highly enriched gene set was the Reactome Biological Oxidations list, with 8 genes overlapping (q = 2.04e^-6^). These results suggest a role for processes regulating the oxidation/conjugation of glutathione and aspects of ECM biology, including the matrix structure and the attachments of cells to the matrix, in the modulation of the lung’s response to cigarette smoke.

**Table 8:** Gene sets enriched in the exposure-response genes with significantly different behavior at 1 compared to 5 days.

Gene Set Name	# Genes in Gene Set	# Genes in Overlap	FDR q-value
NABA_MATRISOME	1028	21	4.15E-10
REACTOME_BIOLOGICAL_OXIDATIONS	139	8	2.40E-06
NABA_CORE_MATRISOME	275	9	2.24E-05
REACTOME_GLUTATHIONE_CONJUGATION	23	4	1.25E-04
NABA_MATRISOME_ASSOCIATED	753	12	1.67E-04
REACTOME_NCAM_SIGNALING_FOR_NEURITE_OUT_GROWTH	64	5	1.67E-04
NABA_ECM_GLYCOPROTEINS	196	7	1.73E-04
REACTOME_AMINO_ACID_TRANSPORT_ACROSS_THE_PLASMA_MEMBRANE	31	4	2.19E-04
REACTOME_NCAM1_INTERACTIONS	39	4	5.00E-04
REACTOME_AXON_GUIDANCE	251	7	6.15E-04
REACTOME_TRANSPORT_OF_INORGANIC_CATIONS_ANIONS_AND_AMINO_ACIDS_OLIGOPEPTIDES	94	5	6.15E-04
REACTOME_AMINO_ACID_AND_OLIGOPEPTIDE_SLC_TRANSPORTERS	49	4	9.47E-04
KEGG_GLUTATHIONE_METABOLISM	50	4	9.48E-04
REACTOME_DEVELOPMENTAL_BIOLOGY	396	8	9.75E-04
REACTOME_TRANSMEMBRANE_TRANSPORT_OF_SMALL_MOLECULES	413	8	1.23E-03
REACTOME_SULFUR_AMINO_ACID_METABOLISM	24	3	2.62E-03
REACTOME_PHASE1_FUNCTIONALIZATION_OF_COMPOUNDS	70	4	2.62E-03
REACTOME_PHASE_II_CONJUGATION	70	4	2.62E-03
REACTOME_SLC_MEDIATED_TRANSMEMBRANE_TRANSPORT	241	6	3.03E-03
KEGG_ECM_RECEPTOR_INTERACTION	84	4	4.82E-03
REACTOME_METABOLISM_OF_AMINO_ACIDS_AND_DERIVATIVES	200	5	1.17E-02
KEGG_FOCAL_ADHESION	201	5	1.17E-02
REACTOME_ETHANOL_OXIDATION	10	2	1.63E-02
NABA_SECRETED_FACTORS	344	6	1.63E-02
REACTOME_SIGNALING_BY_PDGF	122	4	1.63E-02
NABA_ECM_REGULATORS	238	5	2.14E-02
KEGG_ARACHIDONIC_ACID_METABOLISM	58	3	2.29E-02
REACTOME_COLLAGEN_FORMATION	58	3	2.29E-02
KEGG_CIRCADIAN_RHYTHM_MAMMAL	13	2	2.37E-02
REACTOME_METABOLISM_OF_PORPHYRINS	14	2	2.67E-02
PID_INTEGRIN1_PATHWAY	66	3	3.02E-02
REACTOME_GPCR_LIGAND_BINDING	408	6	3.06E-02
PID_CIRCADIAN_PATHWAY	16	2	3.19E-02
KEGG_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450	70	3	3.27E-02
KEGG_DRUG_METABOLISM_CYTOCHROME_P450	72	3	3.45E-02
REACTOME_FATTY_ACID_TRIACYLGLYCEROL_AND_KETONE_BODY_METABOLISM	168	4	3.76E-02
PID_S1P_S1P1_PATHWAY	21	2	4.94E-02
KEGG_SMALL_CELL_LUNG_CANCER	84	3	4.96E-02

An overlap analysis performed by GSEA comparing the list of genes with significantly different behavior at 1 compared to 5 days of smoke exposure, as defined by a significant interaction effect between exposure and exposure duration (red dots in Fig 5A) to the Canonical Pathways gene set list. These genes overlap most significantly with several oxidative response gene sets, as well as those regulating ECM biology.

### The top gene sets significantly associated with both 1- and 5-day exposure responses represent xenobiotic and antioxidant response pathways

We next asked whether pathways involved in similar biological processes were becoming further stimulated or repressed over increasing exposure duration. After 1 day of exposure, 261 gene sets were significantly associated with the exposure response (S8 Table). After 5 days of exposure, 412 gene sets were significantly associated with the exposure response (S9 Table).

Xenobiotic responses, often through cytochrome P450, and antioxidant responses, often through the pathways of glutathione metabolism, are the most highly associated and are increased after both 1 and 5 days of exposure (S8 and S9 Tables). These biological pathways have been identified in several previous studies as highly responsive to cigarette smoke [28, 49, 50].

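The gene set file was available only in part, so the sets named here are those held whole, and their values are described without a test. The score is the paper's, the sum over the genes of a set of the sign of the exposure coefficient times -ln p, divided by the square root of the number of genes. For the KEGG set of xenobiotic metabolism by cytochrome P450, with 32 genes on the array, the score was 58.7 at 1 day and 66.4 at 5 days, and 18 and 29 of its genes had a positive exposure coefficient. KEGG glutathione metabolism had scores of 35.5 and 43.2, with 25 and 32 of its genes positive. KEGG drug metabolism by cytochrome P450 had scores of 43.5 and 51.9. Of the 92 sets of Table 9, 71 were held whole, and 40 of these had a positive score at both durations.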

### A subset of exposure-associated gene sets respond differently to smoke at 1 compared to 5 days of exposure

Gene sets that are discordant by exposure duration change their direction of response to cigarette smoke between the first exposure and 5 days of exposure. The discordant exposure-associated gene sets provide some insight into how the lung modulates its response to cigarette smoke between the first exposure and 5 days of repeated exposures. 

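For the KEGG oxidative phosphorylation set, the score was -12.7 at 1 day, with 32 genes positive and 66 negative in their exposure coefficient, and 6.84 at 5 days, with 70 positive and 28 negative. For the Reactome set of the TCA cycle and respiratory electron transport, the score was -12.9 at 1 day, with 28 genes positive and 70 negative, and 20.2 at 5 days, with 79 positive and 19 negative. Of the 71 sets of Table 9 held whole, these and KEGG propanoate metabolism (-15.6 and 14.2) were the 3 with a negative score at 1 day and a positive one at 5 days. These scores are descriptive and were not tested.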

The exposure-associated gene sets that were downregulated at 1 day but upregulated due to smoke after 5 days (Table 9) include both oxidative phosphorylation and the TCA cycle/respiratory electron transport. Moreover, the gene sets that are first upregulated but become downregulated in response to smoke after 5 days primarily include processes regulating the ECM. 

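Of the 71 sets held whole, 16 had a positive score at 1 day and a negative one at 5 days. The integrin 1 pathway had scores of 10.0 and -23.4, with 43 of its 63 genes positive in their exposure coefficient at 1 day and 16 at 5 days. The KEGG focal adhesion set had scores of 14.4 and -15.3, with 105 and 79 genes positive. The PDGF signaling set had scores of 22.1 and -12.1, with 78 and 42 genes positive.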

We therefore hypothesize that differential regulation of oxidative phosphorylation and ECM biology are among the processes changed by the lungs that account for the differential exposure response between the 1-day and 5-day durations.

**Table 9:** Gene sets that changed significantly, either similarly or differently, in response to smoke after both 1 and 5 days.

Direction of Response at 1 day	Direction of Response at 5 days	Gene Set Name	GSA Score at 1 day	GSA Score at 5 days
**Up**	**Down**	REACTOME_SIGNALING_BY_PDGF	21.00	-12.64
		NABA_BASEMENT_MEMBRANES	17.37	-17.54
		REACTOME_DEVELOPMENTAL_BIOLOGY	16.53	-18.85
		PID_FRA_PATHWAY	14.87	-7.31
		PID_ANGIOPOIETIN_RECEPTOR_PATHWAY	14.56	-10.29
		KEGG_MAPK_SIGNALING_PATHWAY	13.93	-9.64
		KEGG_MELANOMA	13.90	-7.44
		KEGG_FOCAL_ADHESION	13.55	-18.05
		REACTOME_HEMOSTASIS	13.18	-19.31
		NABA_ECM_GLYCOPROTEINS	12.79	-23.35
		PID_FAK_PATHWAY	12.21	-10.95
		PID_FOXM1_PATHWAY	12.10	-7.37
		REACTOME_AXON_GUIDANCE	11.98	-24.35
		NABA_CORE_MATRISOME	11.91	-27.24
		NABA_MATRISOME	11.28	-30.69
		PID_ER_NONGENOMIC_PATHWAY	11.08	-8.01
		PID_INTEGRIN1_PATHWAY	11.01	-22.65
		NABA_ECM_REGULATORS	10.81	-7.97
		PID_FGF_PATHWAY	10.47	-9.16
		PID_AVB3_INTEGRIN_PATHWAY	10.37	-16.30
		KEGG_GNRH_SIGNALING_PATHWAY	10.29	-8.97
		PID_NETRIN_PATHWAY	10.24	-11.38
**Down**	**Up**	KEGG_OXIDATIVE_PHOSPHORYLATION	-11.29	9.21
		REACTOME_RESPIRATORY_ELECTRON_TRANSPORT_ATP_SYNTHESIS_BY_CHEMIOSMOTIC_COUPLING_AND_HEAT_PRODUCTION_BY_UNCOUPLING_PROTEINS_	-12.28	11.23
		REACTOME_TCA_CYCLE_AND_RESPIRATORY_ELECTRON_TRANSPORT	-12.55	19.77
		REACTOME_RESPIRATORY_ELECTRON_TRANSPORT	-12.72	10.62
		KEGG_PROPANOATE_METABOLISM	-14.67	14.93
**Down**	**Down**	BIOCARTA_THELPER_PATHWAY	-10.13	-10.94
		REACTOME_SIGNAL_REGULATORY_PROTEIN_SIRP_FAMILY_INTERACTIONS	-10.53	-7.85
		BIOCARTA_TCYTOTOXIC_PATHWAY	-10.67	-10.58
		KEGG_INTESTINAL_IMMUNE_NETWORK_FOR_IGA_PRODUCTION	-11.00	-12.56
		REACTOME_BETA_DEFENSINS	-11.20	-8.38
		SA_MMP_CYTOKINE_CONNECTION	-11.65	-10.67
		REACTOME_IMMUNOREGULATORY_INTERACTIONS_BETWEEN_A_LYMPHOID_AND_A_NON_LYMPHOID_CELL	-12.21	-16.84
		KEGG_HEMATOPOIETIC_CELL_LINEAGE	-12.28	-13.15
		REACTOME_INTERFERON_GAMMA_SIGNALING	-12.58	-17.00
		BIOCARTA_BLYMPHOCYTE_PATHWAY	-13.37	-8.95
		BIOCARTA_GRANULOCYTES_PATHWAY	-13.84	-12.43
		KEGG_CELL_ADHESION_MOLECULES_CAMS	-14.53	-28.80
		BIOCARTA_LYM_PATHWAY	-18.38	-19.42
		BIOCARTA_MONOCYTE_PATHWAY	-19.68	-17.23
**Up**	**Up**	KEGG_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450	57.33	65.12
		REACTOME_GLUTATHIONE_CONJUGATION	47.64	45.07
		REACTOME_BIOLOGICAL_OXIDATIONS	45.90	49.79
		KEGG_DRUG_METABOLISM_CYTOCHROME_P450	42.73	52.15
		REACTOME_PHASE_II_CONJUGATION	37.08	37.77
		KEGG_GLUTATHIONE_METABOLISM	31.17	38.85
		REACTOME_PHASE1_FUNCTIONALIZATION_OF_COMPOUNDS	27.65	32.24
		BIOCARTA_P53HYPOXIA_PATHWAY	25.49	15.44
		REACTOME_XENOBIOTICS	24.97	32.03
		REACTOME_ETHANOL_OXIDATION	23.67	25.80
		REACTOME_METABOLISM_OF_PORPHYRINS	23.08	32.36
		KEGG_STEROID_HORMONE_BIOSYNTHESIS	23.03	22.06
		REACTOME_PPARA_ACTIVATES_GENE_EXPRESSION	22.36	16.64
		PID_TAP63_PATHWAY	21.99	15.78
		KEGG_TYROSINE_METABOLISM	21.23	23.40
		REACTOME_CYTOCHROME_P450_ARRANGED_BY_SUBSTRATE_TYPE	20.12	22.09
		REACTOME_ENDOGENOUS_STEROLS	19.90	16.65
		REACTOME_SULFUR_AMINO_ACID_METABOLISM	19.67	19.55
		REACTOME_PI3K_EVENTS_IN_ERBB2_SIGNALING	19.29	7.25
		KEGG_PORPHYRIN_AND_CHLOROPHYLL_METABOLISM	17.87	26.07
		REACTOME_GLUCURONIDATION	15.99	13.40
		PID_S1P_S1P1_PATHWAY	15.29	7.21
		KEGG_TRYPTOPHAN_METABOLISM	15.14	28.38
		REACTOME_BMAL1_CLOCK_NPAS2_ACTIVATES_CIRCADIAN_EXPRESSION	14.94	12.06
		REACTOME_CIRCADIAN_CLOCK	14.83	12.37
		REACTOME_REGULATION_OF_ORNITHINE_DECARBOXYLASE_ODC	14.41	12.16
		PID_DELTA_NP63_PATHWAY	13.82	9.73
		KEGG_PHENYLALANINE_METABOLISM	13.81	17.89
		KEGG_ABC_TRANSPORTERS	13.23	11.75
		KEGG_RETINOL_METABOLISM	13.18	20.13
		REACTOME_ANTIGEN_PROCESSING_UBIQUITINATION_PROTEASOME_DEGRADATION	13.16	8.98
		REACTOME_ABC_FAMILY_PROTEINS_MEDIATED_TRANSPORT	13.04	9.80
		PID_P38_GAMMA_DELTA_PATHWAY	13.03	7.66
		KEGG_REGULATION_OF_AUTOPHAGY	12.98	12.56
		KEGG_ARACHIDONIC_ACID_METABOLISM	12.93	12.42
		REACTOME_CYCLIN_E_ASSOCIATED_EVENTS_DURING_G1_S_TRANSITION_	12.86	9.91
		KEGG_NITROGEN_METABOLISM	12.84	7.50
		KEGG_INSULIN_SIGNALING_PATHWAY	12.59	8.95
		PID_RXR_VDR_PATHWAY	12.40	10.87
		REACTOME_P53_DEPENDENT_G1_DNA_DAMAGE_RESPONSE	11.81	8.47
		REACTOME_PKB_MEDIATED_EVENTS	11.67	9.18
		PID_HDAC_CLASSIII_PATHWAY	11.37	8.25
		REACTOME_SCFSKP2_MEDIATED_DEGRADATION_OF_P27_P21	11.26	7.75
		PID_HIF1_TFPATHWAY	11.25	12.95
		BIOCARTA_HIF_PATHWAY	11.13	8.67
		REACTOME_FATTY_ACID_TRIACYLGLYCEROL_AND_KETONE_BODY_METABOLISM	11.00	18.72
		BIOCARTA_NUCLEARRS_PATHWAY	10.85	9.05
		REACTOME_FORMATION_OF_INCISION_COMPLEX_IN_GG_NER	10.66	8.17
		REACTOME_METABOLISM_OF_AMINO_ACIDS_AND_DERIVATIVES	10.55	26.20
		KEGG_GLYCOLYSIS_GLUCONEOGENESIS	10.24	24.01
		REACTOME_DOWNREGULATION_OF_ERBB2_ERBB3_SIGNALING	10.04	7.24

The gene sets which are upregulated after 1 day and downregulated after 5 days of smoke involve mostly ECM-related processes. Those gene sets which are downregulated after 1 day and upregulated after 5 days of smoke involve primarily electron transport and oxidative phosphorylation pathways. The gene sets which are downregulated after both 1 and 5 days are exclusively associated with the immune response. The gene sets which are upregulated after both 1 and 5 days primarily describe metabolism of small molecules. Red highlighting: upregulated gene sets. Blue highlighting: downregulated gene sets.

Gene sets that responded similarly after both 1 day and 5 days of smoke exposure are also listed in Table 9. The gene sets that were downregulated after both 1 and 5 days of exposure are exclusively gene sets involved in immune processes. 

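Of the 71 sets held whole, 12 had a negative score at both durations. In the monocyte pathway set, 9 of 11 genes fell at 1 day and all 11 at 5 days, with scores of -19.7 and -17.2. In the granulocyte pathway set, 9 of 12 and then all 12 genes fell (scores -13.8 and -12.4), and in the B lymphocyte pathway set, 6 of 8 and then all 8 (scores -13.4 and -8.95).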

Among the gene sets that were upregulated in response to smoke after both 1 and 5 days, oxidative processes are the most numerous, although gene sets representing immune processes, changes in metabolism and energy sources, transcription factors, and hypoxia are also present. These results provide insight into the lung’s response to smoke exposure which do not appear to be differentially modulated between these two acute exposure durations.

### A more comprehensive look at ECM gene sets associated with exposure shows upregulation after 1 day and downregulation after 5 days of smoke

ECM biology regulation was significantly associated with smoke in the gene set association analyses and is recognized as important in cigarette-induced lung injury. In a recent review [47], Burgstaller and colleagues have carefully characterized the proteins involved in the ECM of the lung through mass spectrometric methods and provided the genes encoding them [47]. Since this comprehensive list of genes has not yet been added to the GSEA database, we created custom gene set lists derived from this publication and tested them for association with exposure in our dataset. The gene sets derived from this composite list of all ECM proteins, as well as the subset containing only glycoproteins, were significantly associated with exposure at both 1 and 5 days. Furthermore, these gene sets behaved discordantly with exposure duration: both the composite list of ECM components and the glycoproteins subset were upregulated after 1 day but downregulated after 5 days of smoke (Table 10). 

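The list of ECM components was held complete, with 141 of its 151 genes on the array, comprising 29 collagens, 18 proteoglycans and 94 glycoproteins. The paper's gene set score for exposure, computed from the deposited intensities, was 12.0 at 1 day and -32.4 at 5 days for all components, and 12.2 and -26.5 for the glycoproteins. The paper tested these scores with permutations of sample labels, which keep the correlation between genes. Here each set was also reduced to its mean centered log2 intensity per mouse. The smoke effect on this mean was tested with two-sided permutations of the exposure labels within genotype and sex. For all components at 1 day, the mean was 0.0129 ± 0.101 (SD, n = 20) in smoke-exposed and -0.0107 ± 0.126 (SD, n = 20) in sham-exposed mice, an effect of 0.0236 (permutation p = 0.318, adjusted p = 0.391 over 16 tests). Of the 20 smoke-exposed mice, 12 lay above the mean of the sham-exposed mice of their own genotype and sex. At 5 days the effect was -0.105 (permutation p = 0.00032, adjusted p = 0.000853), and 18 of 19 smoke-exposed mice lay below that mean. Among the alternatives to the per-mouse mean, the call changed for the proteoglycans at 5 days, which fell by 0.275 standardized units when values were standardized per gene (permutation p = 0.013).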

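For the glycoproteins at 1 day, the mean per mouse was 0.021 ± 0.0997 (SD, n = 20) in smoke-exposed and -0.0108 ± 0.114 (SD, n = 20) in sham-exposed mice. The effect of 0.0318 had a permutation p = 0.13 (adjusted p = 0.208), 14 of 20 smoke-exposed mice lay above the mean of their own sham-exposed group, and 58 of 94 genes had a positive exposure coefficient. With each array centered on its median, the effect was 0.0363 (permutation p = 0.0401). At 5 days the mean was -0.0565 ± 0.0856 (SD, n = 19) in smoke-exposed and 0.0436 ± 0.0766 (SD, n = 20) in sham-exposed mice, an effect of -0.0995 (permutation p = 1e-05, the smallest possible). All 19 smoke-exposed mice lay below the mean of their own sham-exposed group, and 71 of 94 genes had a negative coefficient. The smoke effect at 5 days minus that at 1 day was -0.131 for the glycoproteins (permutation p = 1e-05, the smallest possible, adjusted p = 5.33e-05) and -0.128 for all components (permutation p = 0.00031, adjusted p = 0.000853). The gene set scores were positive at 1 day and negative at 5 days, and the paper reports each of them as significant by permutation. From this it concludes that these ECM gene sets behave discordantly with exposure duration.

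**Figure D2:**
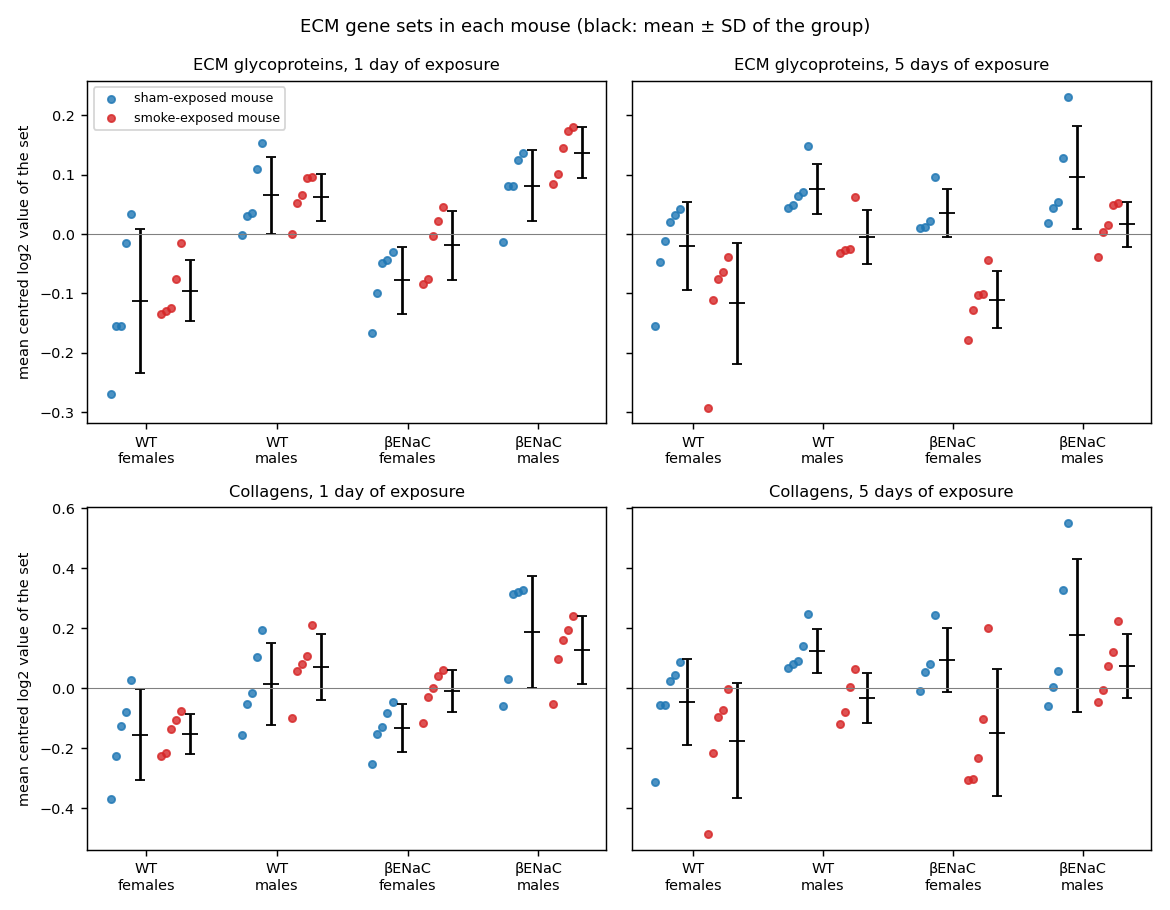
Mean centered log2 intensity of the ECM glycoproteins and of the collagens in each mouse at 1 and 5 days, by genotype and sex, with sham-exposed mice in blue, smoke-exposed mice in red and black bars for the mean ± SD of each group. At 5 days all 19 smoke-exposed mice lie below the mean of their own sham-exposed group for the glycoproteins.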

Interestingly, the data show that ECM gene expression was strongly associated with sex, and that expression of ECM genes was increased in male compared to female lung tissue. 

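Over all ECM components, the mean per mouse was 0.0821 ± 0.073 (SD, n = 20) in males and -0.08 ± 0.0852 (SD, n = 20) in females at 1 day, a difference of 0.162 (permutation p = 1e-05, the smallest possible). At 5 days it was 0.0563 ± 0.0859 (SD, n = 19) and -0.0556 ± 0.108 (SD, n = 20), a difference of 0.107 (permutation p = 0.00022, adjusted p = 0.000853). Of the 141 genes, 118 at 1 day and 112 at 5 days were higher in males, of which 62 and 18 had a limma adjusted p below 0.05 for sex. The gene set score for sex, computed here with the paper's formula, was 62.8 at 1 day and 37.4 at 5 days. A quantile normalization of the deposited values lowered the score at 1 day to 48.4.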

The few differences seen when genotypes are compared are small and inconsistent.

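The mean over all ECM components was lower in WT than in βENaC mice by -0.0661 at 1 day (permutation p = 0.00707, adjusted p = 0.0126) and by -0.0325 at 5 days (permutation p = 0.242, adjusted p = 0.323). At 1 day 55 and at 5 days 71 of the 141 genes were higher in WT mice. The gene set score for genotype was -17.8 at 1 day and 3.68 at 5 days. With values standardized per gene, the 1-day difference had a permutation p = 0.0539.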

**Table 10:** Significant association of exposure-dependent changes in ECM gene sets from recent literature.

	GSA Score for:					
Pathway Name:	Exposure		Genotype		Sex	
	1 day	5 days	1 day	5 days	1 day	5 days
ECM_ALL_COMPONENTS_ERS_REVIEW_2017_EICKELBERG	**11.78**	**-31.69**	**-17.71**	3.03	**62.47**	**37.01**
ECM_COLLAGENS_ERS_REVIEW_2017_EICKELBERG	5.59	**-16.33**	**-12.88**	-0.09	**36.07**	**21.14**
ECM_PROTEOGLYCANS_ERS_REVIEW_2017_EICKELBERG	-1.29	-9.21	-8.23	2.20	**12.40**	7.08
ECM_GLYCOPROTEINS_ERS_REVIEW_2017_EICKELBERG	**11.83**	**-25.72**	-11.03	2.79	**51.05**	**30.48**

GSA scores for gene sets derived from a recent review [47]. Bold text indicates that the association was significant at a q<0.05 threshold.

### The impacts of genotype and sex on gene expression occur independently from exposure in acute exposure responses

The impacts of sex and genotype on the gene expression profile of the lungs are significant, as shown by the hundreds of genes and gene sets significantly associated with genotype and sex (Table 6 and S10–S13 Tables). Furthermore, sex and genotype explain significant variation in expression (S14 Table).

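At a limma adjusted p below 0.05 and without a fold threshold, 1840 genes were associated with genotype and 3101 with sex at 1 day, and 3191 with genotype and 193 with sex at 5 days. At an unadjusted p below 0.05 the counts were 5447 and 6951 at 1 day, and 7058 and 3555 at 5 days.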

Additionally, the genotype-response genes significantly overlap with published lists of DEGs [35] for βENaC compared with WT mice for both the 1-day and 5-day genotype-response gene lists (p = 3.3e^-71^ and p = 1.5e^-74^, respectively), confirming that the experimental and analytical methods are robust (S1 Table). 

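The published list held 67 genes, 54 of which matched a symbol on the array. Of these, 45 (83.3%) were genotype-response genes at 1 day and 51 (94.4%) at 5 days, or 67.2% and 76.1% of all 67, where 1.08 and 1.69 genes would be shared by chance. A one-sided Fisher's exact test against the 21772 distinct symbols on the array gave p = 1.68e-68 and p = 6.4e-74. All 45 and all 51 genes were higher in βENaC mice.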

Our genotype-response gene lists also include many additional genes showing a significant difference between βENaC and WT mice with a fold change of at least 1.3.

Although large differences in the numbers of sex- and genotype-response genes at 1 day compared to 5 days of exposure were identified (Table 6), the β coefficients of these genes for 1 day compared to 5 days are significantly correlated (Fig 5). Individual genes may be responding in an exposure duration-dependent manner, however, there is no evidence for exposure duration-dependent sex or genotype differences in the gene expression profile at these acute exposure lengths. 

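Differences in the genotype and sex coefficients between durations were tested in a single limma fit to all 79 mice, with the interactions of genotype, exposure and sex with duration, a test chosen after the data were examined. For genotype by duration, no gene passed (0 genes by limma and 0 by the ordinary linear model), and 1904 genes had an unadjusted p below 0.05. Adjusted within the 891 pooled genotype-response genes, 8 passed by limma and 8 by the ordinary linear model, and 163 had an unadjusted p below 0.05. For sex by duration, 205 genes had a limma adjusted p below 0.05 (212 by the ordinary linear model), and 3485 genes an unadjusted p below 0.05. Adjusted within the 279 pooled sex-response genes, 141 passed by limma and 138 by the ordinary linear model. The count of 205 was 445 with limma's array weights, 105 with quantile normalization and 366 without the βENaC sham-exposed male of the 1-day exposures (replicate 1). From the correlated coefficients of the genotype- and sex-response genes and the lack of interactions with exposure, the paper proposes that changes by genotype and sex occur independently of smoke exposure and of its duration.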

Taken together with the lack of dependent interactions with exposure at the individual gene level, these data suggest that genotype- and sex-associated changes occur independently of smoke exposure and of exposure duration.

### A comparison of the acute exposure responses with a published study of chronic smoke exposure in mice

The exposure-response genes identified after 1 and 5 days of smoke represent the lung’s response to a single and five consecutive daily doses of smoke. In order to explore how these responses compared to gene expression in the lung in an established environment of chronic smoke exposure, we compared these gene lists to DEGs identified in WT mice after six months of smoke exposure [51] by testing the overlap of these lists. Miller and colleagues identified 111 genes that were differentially expressed in smoke- compared to sham-exposed WT mice. There was significant overlap between this list of DEGs and our results. Of the exposure-response genes identified in our study, 26 of the 1-day genes (p = 2e-24) and 40 of the 5-day genes (p = 8.6e-45) were also identified after 6 months of smoke exposure by Miller and colleagues.

## Discussion

Understanding how the lungs cope with cigarette smoke following a single exposure and upon repeated exposures provides information about pathways and processes underlying host defense that is likely to be useful in understanding the development of chronic lung disease. Cigarette smoke is thought to act initially through the generation of lung cell damage due to oxidants present in the gaseous and particulate phases that initiate host defense. Our study tested the hypothesis that the pulmonary response to cigarette smoke, as measured by the immune response and the expression of exposure-response genes is rapid and changes over the short duration of 5 days.

Our studies sought to characterize the cellular immune response following 1 day and 5 days of smoke exposure. In WT mice, cigarette smoke did not recruit leukocytes to the lung parenchyma or the airspace. Smoke did induce an increase in the mRNA expression, as measured by PCR, of the chemokine KC and the two metalloproteinases, MMP9 and MMP12 after 1-day exposure of female mice that was not observed in male mice or in either sex after 5 days (Tables 3 and 4). βENaC mice had more airspace leukocytes compared to their WT counterparts following either sham or smoke exposure, confirming their phenotype as previously reported [31–33, 37]. Sham-exposed βENaC mice expressed higher levels of many mediators, females in particular expressing higher levels of chemokines, cytokines and MMP12 than WT mice. Thus, the βENaC genotype is responsible for the greater number of airspace immune cells and increased expression of cytokine mRNAs. Surprisingly, after 5 days, smoke induced a decrease in lavageable neutrophils in βENaC mice. Because lung digests showed no difference in the total number of neutrophils within the lung tissue, we suggest that the smoke-induced decrease in lavageable neutrophils is more likely due to activation of neutrophils leading to increased adhesivity. This increased adhesion to alveolar walls then renders them less lavageable, decreasing their concentration in the BAL. Since there was no loss of total neutrophils in the lungs, neutrophil death or increased turnover appears less likely. Furthermore, smoke resulted in less expression of KC, MIP-2, IL-6 and MMP12 mRNAs, as measured by PCR, compared to sham exposure in this genotype, suggesting that lungs that are already inflamed may be better able to respond to the additional burden of cigarette smoke very rapidly by downregulation of inflammatory responses. However, the increase in macrophages and lymphocytes required smoke exposure together with the βENaC transgene-induced phenotype. Importantly, these changes were not present after 1 day, but required 5 days of smoke exposure to manifest. These differences between critically important aspects of the inflammatory and immune response in βENaC compared to WT mice suggest that the lung microenvironment critically affects the response to inhaled cigarette smoke.

Thus, many cellular events were occurring that resulted in complex changes in leukocyte kinetics and that were likely to result in protection of lung parenchymal and immune cells from the oxidant and particulate load induced by inhalation of smoke. The studies also raised the likelihood that the lung’s response undergoes changes between 1 and 5 days of smoke exposure. Gene profiling is one approach to identifying pathways and processes that are changed by smoke in each genotype and sex. We therefore pursued studies of whole genome profiling to ask questions in an unbiased manner about the changes in gene expression induced by 1- and 5-day smoke exposure.

Our studies of gene expression tested the hypothesis that the pulmonary response to cigarette smoke, as measured by expression of exposure-response genes and the association scores of gene sets, is different between 1 and 5 days of cigarette smoke. We determined the changes in gene expression in order to evaluate in an unbiased manner how the lung adapts to acute cigarette smoke exposure. These changes in expression were then analyzed to identify the processes and mechanisms through which adaptation may be occurring, through gene set analysis. The most novel and exciting information comes from the opportunity to study two acute durations of smoke and to determine whether the lung’s response changes over this short interval.

Our study design compared mice exposed to cigarette smoke for a single session to mice exposed to five times that cumulative dose delivered over five consecutive days. Our study shows that after both 1 and 5 days of smoke exposure, the lung responds with the up- and downregulation of hundreds of genes. Interestingly, certain gene networks are upregulated after the first exposure to cigarette smoke but become downregulated by 5 days of exposure, such as processes regulating the ECM. In contrast, processes regulating the immune response are consistently downregulated after both 1 and 5 days of smoke. Furthermore, other gene sets representing the biological pathways of oxidative stress and xenobiotic responses are consistently upregulated in response to smoke. For example, at both 1 and 5 days there is a significant upregulation of NRF2-mediated cytoprotection to the oxidative stress response and of gene sets describing glutathione-mediated detoxification. Therefore, the gene expression profile and, specifically, the exposure response, is similar after 1 and 5 days of exposure, but contains important differences in gene expression representing biological functions that show the lung modulates its response to smoke.

To address concerns about replicability, we compared the lists of genotype-response genes at 1 and 5 days to previously reported genotype-response genes in βENaC and WT mice of the same age [35]. There was significant overlap between the published gene list and the 1 day (75% overlap) and 5 day (84% overlap) genotype-response gene lists (S1 Table). Therefore, the genotype results successfully replicate previous findings, validating both the biological results and the technical methods used to discover the response genes in this study. Additionally, these data support our observation that the genotype changes occur independently from the smoke exposure responses at these acute durations.

Certain biological functions respond to the presence of cigarette smoke after both 1- and 5-day exposures. In fact, most genes respond similarly between 1 and 5 days of exposure, as shown by the correlation coefficient of 0.79 in Fig 5A. Specifically, the xenobiotic and antioxidant responses are the most highly associated with exposure and are increased after both 1 and 5 days. These responses have previously been reported in the literature at chronic smoke durations for humans [52] and mice [28, 53], and observed even at sub-chronic (4 and 8 week) exposure durations in mice [54]. The gene sets that are upregulated in response to smoke after both 1 and 5 days involve diverse processes from oxidative stress and metabolic functions. These results provide insight into aspects of the lung’s response to smoke exposure that is likely independent of exposure duration. For example, the NRF2-mediated cytoprotective response to oxidative stress pathway is upregulated after 1 and 5 days of exposure (Fig 6A). 

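A list of 14 AHR and NRF2 target genes, written before the data were examined and with 13 genes on the array, was scored as the mean centered log2 intensity per mouse. The score rose with smoke by 1.62 at 1 day and by 1.22 at 5 days (two-sided permutation p = 1e-05 each, the smallest possible, adjusted p = 0.000111 over 144 tests). All 13 genes rose at both durations, 11 at 1 day and 12 at 5 days with a limma adjusted p below 0.05.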

Mice deficient in the gene that codes for Nrf2 (Nfe2l2) show accelerated and enhanced injury induced by cigarette smoke [55, 56]. After 1 day of smoke exposure, pathways involving cytoprotection of cells via Nrf2 are predicted to be changed (Fig 6B). By 5 days of exposure, the oxidative stress response pathways regulating glutathione conjugation via Nrf2 regulation are predicted (Fig 6C). Our data provide insight into which Nrf2-regulated genes may be mediating this protection. Alterations in antioxidant responses together with metabolic changes in the lung are well documented in response to cigarette smoke and have been implicated in the development of COPD [57]. Therefore, these responses are present and measurable after a single exposure to cigarette smoke and are maintained through consecutive repeated exposures, and they remain at chronic time points. Thus, Nrf2 is an important aspect of the mechanism through which smoke exposure regulates gene expression changes [55, 56].

**Fig 6:**
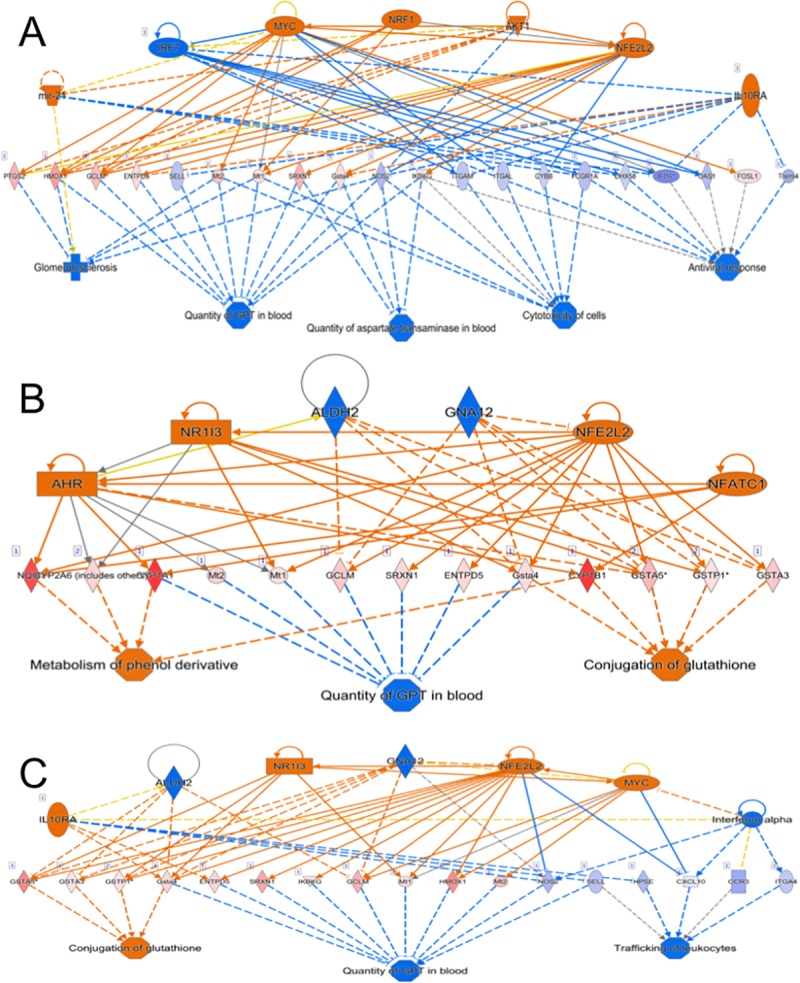
IPA network analysis investigating NRF2’s role in exposure-response genes after 1- and/or 5-day exposures. The red and blue coloration of the molecules in the middle row corresponds to the expression level: red indicates that the gene is upregulated due to smoke, and blue indicates downregulation due to smoke. (A): The regulator effect network map showing the NRF2-mediated oxidative stress response. This regulator was strongly predicted to regulate the pooled list of exposure-response genes significant after 1 and/or 5 days. The red and blue coloration reflects the expression level after 1 day of exposure. (B): The regulator effect network map showing the factors involved in regulating the cellular response, mediated by NFE2L2 (NRF2), after 1 day of exposure. (C): The regulator effect network map showing the factors involved in regulating the oxidative response, mediated by NFE2L2 (NRF2) after 5 days of exposure.

Strikingly, the gene sets that were downregulated after both 1 and 5 days of exposure are involved in numerous aspects of immunity. These results are validated by the lack of an effect of cigarette smoke on the individual chemokines, cytokines and metalloproteases described in Tables 3 and 4. Changes in the immune system of the lung in response to chronic cigarette smoke exposure have previously been documented in humans [57], and have been found to be conserved in comparisons between human and mouse responses to chronic smoke [28, 58]. Decreases in the numbers of inflammatory cells and chemokines and immune suppression have also been well-documented as responses to smoke exposures [59–62].

The most interesting questions address differences that occur in response to a single dose of cigarette smoke to those resulting from consecutive repeated exposures. Exposure duration-dependent gene responses are denoted by a significant interaction between exposure and exposure duration. These genes are enriched in gene sets regulating biological processes such as the oxidative stress response through glutathione oxidation, metabolism pathways, xenobiotic responses, and the ECM biology (Table 8). ECM biology has long been associated with chronic smoke exposure [38, 47, 49, 63, 64]. However, a comparison of the response after acute smoke, and particularly after a single compared to five consecutive doses of cigarette smoke has not been previously assessed, to the best of our knowledge. Importantly, there are no genotype- or sex-associated pathways which act discordantly by exposure duration, suggesting that these changes are independent of exposure duration. We suggest that the different changes in response to exposure duration may represent the lungs’ attempt to adapt to repeated exposures, which ultimately results in the matrix changes and the effects of abnormal immune responses that is eventually manifested as chronic obstructive pulmonary disease.

Pathways and genes modulating the ECM showed a discordant response to exposure duration; although these pathways are initially upregulated in response to smoke after 1 day of exposure, they are downregulated by 5 days. This suggests that smoke rapidly induces genes, including structural genes coding for collagens and laminins, in response to acute cellular injury. By 5 days of smoke exposure, the cytoprotective effects of Nrf2 target activation and other antioxidant processes may result in less need for these ECM repair mechanisms at this point in the lung’s response.

ECM biology-related gene sets derived from Burgstaller and colleagues’ recent review of ECM biology [47] in the lung replicated the association with smoke and discordant behavior due to exposure duration: the ECM gene set containing all ECM components was significantly upregulated due to smoke after 1 day, but downregulated after 5 days (Table 10). ECM remodeling in response to chronic cigarette smoke has been recorded before in animal models [63, 65, 66]. Subsets of the ECM gene sets deal with different facets of ECM biology, including ECM components and their regulation and cell-matrix interactions, and provide information about the way the lung reshapes the ECM in response to cigarette smoke. The gene set composed of glycoprotein-encoding genes from the recent ECM review showed significant association with smoke and behaved discordantly with exposure duration: this gene set was significantly upregulated due to smoke after 1 day but downregulated after 5 days (Table 9). Furthermore, this association with smoke and the discordant changes by exposure duration was present in the glycoprotein subset only and not in the collagen or proteoglycan subsets, although the composite list of all components did respond similarly (Table 9). Additionally, there is evidence of an effect of estrogen in ECM remodeling in mice exposed to chronic cigarette smoke [64]. This corresponds with the enrichment of estrogen biosynthesis genes within the exposure-response gene list (Table 7).

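The collagens, scored per mouse as the glycoproteins were, had a smoke effect of 0.031 at 1 day (permutation p = 0.422) and of -0.154 at 5 days (permutation p = 0.00412, adjusted p = 0.00824), and 16 of 19 smoke-exposed mice at 5 days lay below the mean of their own sham-exposed group. The effect at 5 days minus that at 1 day was -0.185 (permutation p = 0.00274, adjusted p = 0.00626). At 5 days 25 of 29 collagen genes had a negative exposure coefficient. The proteoglycans had effects of -0.031 (permutation p = 0.354) and -0.0528 (permutation p = 0.172, adjusted p = 0.25), with a difference between durations of -0.0217 (permutation p = 0.648). The gene set scores for exposure at 1 and 5 days were 5.59 and -16.3 for the collagens, and -1.29 and -9.21 for the proteoglycans.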

The exposure-response genes identified after 1 and 5 days of smoke represent the lung’s response to a single and five consecutive daily doses of smoke. In order to explore how these responses compared to gene expression in the lung in an established environment of chronic smoke exposure, we compared these gene lists to DEGs identified in WT mice after six months of smoke exposure [51]. Miller and colleagues identified 111 genes that were differentially expressed in smoke- compared to sham-exposed WT mice. There was significant overlap between this list of DEGs and our results. After 1 day, 26 of the exposure-response genes identified in our study were also identified after 6 months of smoke exposure (p = 2e-24). After 5 days of smoke exposure, 40 of the exposure-response genes were also identified by Miller et al.’s study (p = 8.6e-45).

Nicotine is metabolized to cotinine and its breakdown products primarily in the liver, although the lung also contributes to cotinine production. Our data show that cotinine concentrations in the plasma were undetectable in all sham-exposed mice and increased after 1 and 5 days of smoke exposure. Curiously, the concentration of cotinine was actually less after 5 compared to 1 daily exposure. In humans, CYP2A6 is a critical enzyme in both nicotine and cotinine metabolism, and polymorphisms that affect its activity are critical in the rate of nicotine metabolism [67]. This particular cytochrome P450 gene is not expressed in mice. Rather, in C57Bl/6 mice, Cyp2a5 is the major nicotine metabolizing enzyme, responsible for 70–90% of the metabolism of nicotine to cotinine and cotinine to 3-hydroxycotinine [68–71]. Because transcriptional regulation is often conserved across tissues at the transcriptome level, we compared Cyp2a5 mRNA expression in the RNA isolated from lung tissue samples. Cyp2a5 mRNA expression is in fact increased 1.4-fold at both 1- and 5-day smoke exposures (q = 0.006 and 0.013, respectively). These studies provide a clear example of the impact of changes in gene expression on the host response to acute smoke exposure and how these changes very rapidly lead to diminution in the levels of a toxic mediator between 1 and 5 days.

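Cyp2a5 (ENSMUST00000005685) had a log2 intensity of 5.64 ± 0.46 (SD, n = 20) in sham-exposed and 6.10 ± 0.40 (SD, n = 20) in smoke-exposed mice at 1 day, a coefficient of 0.46 (SE 0.11, limma adjusted p = 0.00409). At 5 days it was at 5.73 ± 0.54 (SD, n = 20) and 6.19 ± 0.44 (SD, n = 19), a coefficient of 0.50 (SE 0.12, limma adjusted p = 0.0084). These are fold changes of 1.37 and 1.41. Of the smoke-exposed mice, 19 of 20 and 17 of 19 lay above the mean of the sham-exposed mice of their own genotype and sex. The coefficient stayed between 0.42 and 0.49 and between 0.46 and 0.56 with each mouse left out. Cyp2a5 was also higher in WT than in βENaC mice, by 0.49 at 1 day and 0.57 at 5 days.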

Our studies of immune cell numbers and mediators showed differences between males and females in their response to cigarette smoke and to the thickened mucus found in βENaC mice (Tables 3 and 4, Figs 1 and 2). These studies, as well as observations made by others in studies of human disease [9, 11, 13, 14, 17, 19, 72–75], suggest that males and females respond differently to smoke. As personalized medicine becomes the standard of care, understanding the influence of sex on an individual’s unique experience of an established disease like COPD becomes increasingly important. We therefore hypothesized that there would be genotype- and sex-specific responses to acute smoke exposures. However, an interaction test to identify genes that responded differently to smoke depending on genotype or sex showed that these dependent relationships were not present in the dataset (S14 Table). This result could be a true negative result, or it could be that the sample size was too small to detect these interactions. While we did not find many significant dependent relationships between exposure and either genotype or sex, the expression of many exposure-response genes is further modulated by genotype and sex, independently. Additionally, these changes correlate almost perfectly between 1 and 5 days of smoke exposure (Fig 5), showing that there are no overall exposure length-dependent changes in the genotype- or sex-response genes. Taken together, the genotype- and sex-associated changes occur independently of smoke exposure and of exposure duration. Although individual genes may be responding in an exposure length-dependent manner, there is no evidence for exposure length-dependent sex or genotype differences in the gene profile changes at these acute exposure lengths.

This study looked at RNA from the total homogenized lung tissue, which is a very heterogeneous mixture of numerous cell types. These methods are ideal for discovery of smoke-response genes in the transcriptome that are highly expressed after acute smoke exposures and for generation of new hypotheses. However, this also creates the limitation that the methods did not allow for identification of the cell population of origin for each differentially expressed gene. Future studies could identify the source of these changes and the signaling pathways responsible for the functional changes.

Taken together, these studies demonstrate that within a short window of smoke exposure, significant inflammatory responses and changes in leukocyte kinetics occur within the pulmonary tissue and that these effects depend on the pre-existing health status of the tissue as well as the subject’s sex. Gene expression analysis comparing the lung’s response to the first and repeated consecutive cigarette smoke exposures provides information and generates hypotheses to help direct future research questions. Understanding the ways in which the lungs modulate their response to cigarette smoke after repeated exposures can contribute new information about the toxicology of smoke and eventually contribute to understanding the therapeutic potential in regulatory signaling pathways that are beneficial or detrimental to lung health.

## Supporting information

S1 Table Robustness of gene expression data confirmed using published gene lists for βENaC mice. Genotype-response genes after 1 and 5 days with a fold change greater than +/-1.3 that were identified in this study were compared with previously published DEGs in βENaC mice versus WT mice [35]. Orange coloring indicates that the gene was present in both our gene list(s) and the published study, while blue coloring indicates that this gene was not present on our genotype-response gene list(s).
(XLSX) Click here for additional data file.

S2 Table Results for association of all genes and all variables after 1 day of exposure. This table includes the β coefficients, p values, and q values for association with exposure, genotype, and sex for every gene measured after 1 day of exposure.
(XLSX) Click here for additional data file.

S3 Table Results for association of all genes and all variables after 5 days of exposure. This table includes the β coefficients, p values, and q values for association with exposure, genotype, and sex for every gene measured after 5 days of exposure.
(XLSX) Click here for additional data file.

S4 Table Results for association of exposure-response genes with fold change>1.3 after 1 day of exposure. This table includes the subset of all significant exposure-response genes with a fold change greater than +/-1.3 after 1 day of exposure, with the corresponding β coefficients, p values, and q values for association with exposure, genotype, and sex.
(XLSX) Click here for additional data file.

S5 Table Results for association of exposure-response genes with fold change>1.3 after 5 days of exposure. This table includes the subset of all significant exposure-response genes with a fold change greater than +/-1.3 after 5 days of exposure, with the corresponding β coefficients, p values, and q values for association with exposure, genotype, and sex.
(XLSX) Click here for additional data file.

S6 Table Exposure-response genes with a significant duration-dependent response. This table includes the subset of all exposure-response genes significant at 1 and/or 5 days which were also significant (q<0.05) for a post-hoc interaction test between exposure and exposure duration. The table includes the B coefficient for exposure and the p value and q value of the interaction test for each gene with q<0.05. These genes were then put into GSEA’s overlap tool to assess for enrichment in any Canonical Pathways.
(XLSX) Click here for additional data file.

S7 Table Summary of permutation testing results and significance thresholds for gene set analysis. This table summarizes the GSA score thresholds used to define significance (q<0.05).
(XLSX) Click here for additional data file.

S8 Table GSA scores for exposure-associated gene sets after 1 day of exposure. All gene sets with significant association with exposure after 1 day are reported.
(XLSX) Click here for additional data file.

S9 Table GSA scores for exposure-associated gene sets after 5 days of exposure. All gene sets with significant association with exposure after 5 days are reported.
(XLSX) Click here for additional data file.

S10 Table GSA scores for genotype-associated gene sets after 1 day of exposure. All gene sets with significant association with genotype after 1 day of exposure are reported.
(XLSX) Click here for additional data file.

S11 Table GSA scores for genotype-associated gene sets after 5 days of exposure. All gene sets with significant association with genotype after 5 days of exposure are reported.
(XLSX) Click here for additional data file.

S12 Table GSA scores for sex-associated gene sets after 1 day of exposure. All gene sets with significant association with sex after 1 day of exposure are reported.
(XLSX) Click here for additional data file.

S13 Table GSA scores for sex-associated gene sets after 5 days of exposure. All gene sets with significant association with sex after 5 days of exposure are reported.
(XLSX) Click here for additional data file.

S14 Table Summary of linear model testing. This table summarizes the numbers of significant genes found for genotype and sex using the linear model. The last row shows that no genes had a significantly better fit (q<0.05) using an interactive model that shows exposure-dependent responses in genotype and sex when compared with an additive linear model describing only independent changes between exposure, genotype, and sex.
(XLSX) Click here for additional data file.

S1 File Code for linear modeling and analysis. This file includes the R code for setting up and running the linear model, producing the heatmap of exposure-response genes, the post-hoc interaction test between exposure and exposure duration, the correlation plots for β coefficients at 1 and 5 days, and the code for determining the robustness of the genotype-response signature from published work.
(R) Click here for additional data file.

S2 File Code for gene set analysis. This file includes code for testing association between the Canonical Pathways gene sets and exposure, genotype, and sex after 1 and 5 days of exposure. This file also includes gene set testing for the custom gene sets involving ECM biology and association with exposure, genotype, and sex after 1 and 5 days of exposure.
(R) Click here for additional data file.

S3 File List of all Canonical Pathways gene sets. GMT file of all Canonical Pathways gene sets from GSEA used for gene set analysis (version 5.2).
(GMT) Click here for additional data file.

S4 File List of custom ECM gene sets. GMT file of all custom ECM gene sets derived from published literature [47] used for gene set analysis.
(GMT) Click here for additional data file.

S5 File List of custom βENaC gene sets. GMT file of all custom βENaC vs WT gene sets derived from published literature [35] and from our own linear model analysis at 1 and 5 days used for gene set analysis.
(GMT) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

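Gene expression was measured in whole lung RNA of 79 mice, 1 array per mouse, in 16 groups of 4 to 6 mice defined by genotype (WT or βENaC), exposure (smoke or sham), sex and exposure duration (1 or 5 days). The authors deposited log2 intensities made with RMA background correction, correction for GC content and probe sequence, quantile normalization across arrays and median polish per gene, after they removed 1 array as mislabelled. The deposited values were used as they are. No column of the table was left out. Gene symbols came from the paper's supplementary tables for 2537 genes and otherwise from the RefSeq gene table by transcript identifier, and 9513 genes had no symbol. Arrays carry no counts, signal over background was not analysed here, and the number of arrays limits the precision. Groups were taken from sample titles and characteristics. Replicate numbers were not used to pair mice, except in 1 alternative.

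The 1-day and 5-day exposures were fitted separately in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) with terms for genotype, exposure and sex, and p-values were adjusted by the Benjamini-Hochberg method over all genes. Response genes had an adjusted p below 0.05 and a coefficient larger in size than 0.379 (1.3-fold). The exposure by genotype and exposure by sex terms were tested together with limma's moderated F-test. Duration dependence was tested with an exposure by duration term in all mice, adjusted within the pooled exposure-response genes. Tables were read with data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

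Gene lists and ECM sets were reduced to the mean centered log2 intensity per mouse. The smoke effect, the sex effect and the genotype effect were tested with two-sided permutation tests of 100000 resamples, with labels permuted within the groups of the other factors, and interactions with permuted residuals of the reduced model (Freedman-Lane). The smallest p that these tests can give is 1e-05. The smoke score used exposure-response genes chosen at the other duration, with exact permutation tests within each genotype and sex. The overlap with the published βENaC list was tested with a one-sided Fisher's exact test against all distinct symbols on the array. Mice were clustered by average linkage on Pearson correlation distance, and genes by k-means with k = 5, 50 starts and random seed 1. The gene set score is the one the paper defines and was reported without a test for the canonical pathways.

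The 24 gene lists were written before the data were examined. They cover the positive and the output arm of the circadian clock, glucocorticoid response, erythroid genes, heart muscle, skeletal muscle, brown fat, white fat, thymus, neutrophils, eosinophils, monocytes, alveolar macrophages, B and plasma cells, T and NK cells, ciliated cells, club cells, goblet cells, fibroblasts, cell cycle, AHR and NRF2 targets, interferon response, sex-chromosome genes and the genes the paper measured by PCR. Each was tested for exposure, genotype and sex at each duration, which makes 144 tests. The genes named in the text were set by a rule, as every gene that the paper names in its text, Table 7 or Fig 6, the 5 with the largest positive and the 5 with the largest negative exposure coefficient among the exposure-response genes with a symbol at each duration, the 3 with the smallest adjusted p for duration dependence, Scnn1b, the sex genes Xist, Ddx3y, Kdm5d, Uty and Eif2s3y, the genes of the 24 lists, and, in the closing section only, the genes that the paper measured by PCR. Where a symbol had several entries, the one with the highest mean was used. Genes named outside this rule are marked in the text.

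The alternatives were the ordinary linear model that the paper's methods describe, 1 fit over all mice, centering of each array on its median, quantile normalization, cyclic loess normalization, omission of the 30% of genes with the lowest mean, 1 entry per symbol, limma's array weights, eBayes with a trend and a robust prior, the replicate number as a block, no fold threshold, a 1.5-fold threshold, other scopes for the adjustment and for the interaction terms, values standardized per gene, fry and camera (with its preset correlation of 0.01 and with an estimated one) for the sets, k = 4 and k = 6, complete linkage, all genes or genes centered per gene for the tree, other choices of genes for the correlations, a fixed list of AHR and NRF2 targets for the smoke score, and each mouse left out in turn. The grouping of mice within each exposure, the interactions of genotype and sex with duration, and the scoring of sex genes in the exposure arm they were not chosen in were added after the data were examined. For each result of a fit across genes, 100 groupings of the mice, the real one included, were compared.

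The procedure was tested on simulated data with the same groups, in which 200 genes were changed per comparison, and 200 in each direction for exposure. limma recovered 96.8% of the changed genes for exposure at 1 day and 98.5% at 5 days, at least 98% for genotype and sex, 79.5% and 80.5% for the interactions at 1 and 5 days, and 99% for duration dependence. Of 60 simulated sets, the per-mouse permutation test found 20 of 20 sets shifted by 0.15 and called 2 of 40 unshifted sets at p below 0.05. These sets were random genes with independent noise. Their recovery therefore does not show the power for sets of genes that vary together, or for shifts smaller than 0.15.

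The PCR measurements, the lavage cell counts and the cotinine concentrations have no deposited file and were left out. Supplementary gene and gene set tables that were available only in part were used for descriptions alone, so no overlap or enrichment test was run on the canonical pathways. The comparison with the chronic exposure list, the Ingenuity results and the pathway overlap of the duration-dependent genes were left out because their inputs were not held complete.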

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

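Tests of array scaling, of a mislabelled mouse, of poor arrays, of Slc7a11 alone, of the sham-exposed females alone and of the correlation between list members, the interactions of genotype and sex with duration, and all counts over groupings of the mice were chosen only after the result was seen.

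Over 9 measures and 144 tests of groups, 15 values in 11 mice lay far from the others of their group by Dixon's test, against 7.2 expected, since chance alone gives about 1 in 20. The βENaC sham-exposed female of 5 days replicate 3 was high for all ECM components (0.136), proteoglycans (0.174) and glycoproteins (0.0961). The WT smoke-exposed female of 5 days replicate 2 was low for the glycoproteins (-0.292) and high for the smoke score (1.04) and for Scnn1b (9.47). The glycoproteins were high in the WT sham-exposed male of 5 days replicate 5 (0.148) and the WT smoke-exposed male of 5 days replicate 4 (0.0630), the collagens low in the WT sham-exposed female of 5 days replicate 3 (-0.313), and the proteoglycans low in the βENaC sham-exposed male of 1 day replicate 5 (-0.104). Clca3 was at 10.99 in the βENaC smoke-exposed female of 5 days replicate 3, against 5.99 to 6.62 in the others of its group, and Scnn1b at 9.22 in the WT sham-exposed female of 1 day replicate 5. The array median was low in βENaC smoke-exposed females of 1 day replicate 5 (4.48) and of 5 days replicate 1 (4.49) and in the WT smoke-exposed male of 5 days replicate 5 (4.49). In 0 of the 11 mice did genotype or sex genes go against the label, which argues against a wrong genotype or sex. Comments in the authors' code say that the genotype of 1 mouse was itself set from Scnn1b. Cyp1a1 was higher in every smoke-exposed mouse than in every sham-exposed mouse of its duration (20 mice at 1 day and 19 at 5 days). This argues against a wrong exposure. The authors had removed 1 array as mislabelled for exposure, in part from gene expression, so this separation may partly reflect that removal. A wrong duration was not tested. For 7 of the 15 values the array had the lowest correlation with the other arrays of its group, so a poor array cannot be told apart from a mouse that differed. No biological explanation was tested.

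The smoke effect on ECM sets differed between durations, by -0.128 for all components, -0.185 for the collagens and -0.131 for the glycoproteins. The largest permutation p of these differences under median centering, quantile normalization and cyclic loess was 0.00045, which argues against array scaling. For the gene set score for exposure at 5 days, computed here with the paper's formula, 1 of 100 groupings of the mice, the real one, gave a score as large for all components, collagens and glycoproteins, so chance can be excluded. For the proteoglycans at 5 days it was also 1 of 100 (9.21 against at most 5.75 in the others), but the mean per mouse did not separate smoke from sham (permutation p = 0.172), so the groupings exclude chance for the score and not for a fall per mouse. At 1 day chance cannot be excluded for all components (5 of 100), collagens (18 of 100) or proteoglycans (52 of 100). For the glycoproteins 1 of 100 gave a score as large, but narrowly, at 12.2 against at most 12.1 in the others. The score was 9.43 without the βENaC sham-exposed male of 1 day replicate 1, and the mean per mouse did not separate smoke from sham (permutation p = 0.13), so chance is excluded only at the margin and only for the score. An effect of exposure duration stays open as a hypothesis. So does a difference between the 1-day and 5-day mice in handling or array batch, which the durations confound.

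The exposure effect differed between durations for 169 of the pooled exposure-response genes, and the sex effect for 205 genes. For sex, 1 of 100 groupings gave a count as large, so chance can be excluded. For exposure the count was also 1 of 100, but over genes chosen with the real labels, so it decides nothing. Over all genes, in the fit that holds the interactions of genotype and sex with duration, 466 genes had an exposure by duration interaction by limma and 1 of 100 groupings gave as many, so chance can be excluded there. For sex by duration, the smallest count under median centering, quantile normalization and cyclic loess was 105, so array scaling may account for part of it and not for all. Genes chosen by sex in the sham-exposed or smoke-exposed mice of 1 day differed by sex in the other exposure as well, outside the X and Y chromosomes. The score difference was 0.435 for the 49 genes chosen in sham-exposed mice and 0.476 for the 304 chosen in smoke-exposed mice (larger permutation p = 0.00018), which argues against the sham-exposed females of 1 day as the whole source. The positive arm of the clock did not separate the sexes at 1 day (permutation p = 0.0668), so a difference in the time of tissue collection cannot be told apart from an effect of sex that changes between durations. Batches of mice or arrays between durations stay open.

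The exposure effect differed by genotype or sex for 2 genes at 1 day by limma, Slc7a11 and Mir1938, the latter named after its values were seen. The effect on Slc7a11 was larger by 2.30 in WT mice, and that on Mir1938 by 0.68 in males. Their largest adjusted p under the scalings was 0.0218, which argues against array scaling. A count as large came from 2 of 100 groupings, 1 of which gave 3, so chance is excluded only narrowly. The count was 0 by the ordinary linear model and fell to 0 without any of 14 mice, which the next part names. The smoke effect on the AHR and NRF2 list was larger in WT mice by 0.413 at 1 day, and larger in males by 0.420 at 1 day and 0.237 at 5 days. The largest permutation p under the scalings was 0.00164, 0.00315 and 0.0373, which argues against array scaling. Without Slc7a11, the 1-day differences were 0.255 by genotype (permutation p = 0.0379) and 0.410 by sex (permutation p = 0.00053), so this gene alone is not the source. These 3 tests are unadjusted and were part of the alternatives, and a test by genotype at 5 days is not given. A smaller dose of inhaled smoke in females or βENaC mice was not tested with these data. The paper reports plasma cotinine of these mice that did not differ by sex or genotype, which does not favor it.

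A list of glucocorticoid response genes rose with smoke by 0.444 at 1 day and 0.413 at 5 days, with 9 of 9 genes positive at each duration (mean levels 6.37 to 10.04), and the paper does not discuss it. The largest permutation p under the scalings was 2.0e-05 and 9.0e-05, which argues against array scaling. The planned test asked whether a glucocorticoid response to handling in the smoke chamber adds to the smoke response, and the rise of this list is what it needs. The rise is also the pattern itself, so by itself it does not separate handling from smoke as the stimulus. By the paper's methods, sham-exposed mice spent an equivalent time in the chamber with room air. This argues against handling alone as the source of the difference. Handling that differed between smoke and sham in other ways was not tested and stays open.

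A list of red cell genes rose with smoke by 0.669 at 5 days, with 12 of 12 genes positive and 8 past an adjusted p of 0.05 (mean levels 2.84 to 12.46), and a list of skeletal muscle genes by 0.506, with 7 of 7 positive and 0 past it (2.73 to 5.29). At 1 day the red cell list changed by 0.327, with 11 of 12 positive (permutation p = 0.0309, adjusted p = 0.105), and the muscle list by -0.304, with 0 of 7 positive (permutation p = 0.372); the differences between durations were not tested. The largest permutation p under the scalings was 1.0e-05, the smallest possible, and 0.00283, which argues against array scaling. The planned test asked whether more blood left in the lungs goes with the rise of Slc4a1, and the rise over the list is what it needs. Slc4a1 is itself 1 of the 12 genes, and the rise of the list is also the pattern itself, so it does not separate blood left in the lungs from more young red cells in the circulation, and both stay open. The mean correlation between list members among mice of the same group was 0.406 for red cells, place 16 of 24 lists, and 0.874 for skeletal muscle, place 1. A first criterion of 0.5, which red cells did not reach, was dropped after 10 lists passed it, so these correlations decide nothing, and muscle taken along at dissection cannot be told apart from a change in the lung.

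A list of eosinophil genes changed with smoke by -0.339 at 5 days (1 of 5 genes positive, mean levels 2.76 to 6.02), ciliated cell genes by -0.172 at 1 day (0 of 7 positive, 6.11 to 10.31) and fibroblast genes by -0.196 at 5 days (2 of 7 positive, 5.98 to 10.93). Club cell genes rose by 0.251 at 5 days, with 2 of 4 positive (10.42 to 13.19). At the other duration, the change was 0.0444 for ciliated cells (permutation p = 0.376), 0.0514 for fibroblasts (permutation p = 0.345) and -0.0211 for club cells (permutation p = 0.621), and that for eosinophils is in the last part. Of the fibroblast genes, 6 are also in the ECM list. The largest permutation p under the scalings was 0.00663, 0.00098, 0.00921 and 4.0e-05 in this order, which argues against array scaling. Fewer or more cells of these types and a change within the cells stay open and were not tested.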

How the results depend on the processing

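The interactions of genotype and sex with duration were tested only after the data were examined. Over the alternatives other than leaving out mice, 840 summary results kept their direction and their side of the threshold or stayed within their spread, 63 moved by more than that, 8 passed a threshold they had not passed, and 2 no longer passed; none reversed. For the named genes the corresponding numbers were 1069, 1, 5 and 3. With each mouse left out, 5014 summary results stayed, 39 moved and 3 passed a threshold, and for the named genes 4207 stayed, 13 moved, 16 passed and 30 no longer passed. Except where another value is given here, the cause of a change was not tested.

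The fold threshold moved the counts most, because it sets how many genes can pass. Without a fold threshold, the counts for exposure, genotype and sex were 2964, 1840 and 3101 at 1 day and 2048, 3191 and 193 at 5 days, with 4215 pooled and 797 shared exposure-response genes, 945 duration-dependent genes, and 1030 and 560 exposure-response genes also changed by genotype or sex. The sex coefficients then had a correlation of 0.834 and a slope of 0.767, and the k-means clusters with a positive median at 5 days held 2128 genes in place of 259. With a 1.5-fold threshold, the counts were 98, 214 and 71 at 1 day and 119 and 352 for exposure and genotype at 5 days, with 182 pooled, 35 shared, 80 duration-dependent and 62 and 55 also changed genes. The clusters with a positive median held 108 genes, the first split of the tree placed 79 mice with the majority of their exposure, and the smoke effect on the smoke score at 5 days was larger in males by 0.276 (permutation p = 0.0303). With a 1.3-fold change also asked of genotype and sex, 85 and 87 exposure-response genes were also changed.

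The interaction of exposure with genotype or sex at 1 day, with 2 genes, changed under many settings. It gave 0 genes with the ordinary linear model and 0 with all interactions up to the third order, 4 with 1 fit over all 79 mice, 5 with quantile normalization, 5 with cyclic loess, 8 with array weights, and 18 with adjustment within the exposure-response genes, where fewer genes are tested. The last setting gave 3 genes at 5 days, against 0. With each mouse left out, the count at 1 day lay between 0 and 5. It was 0 without WT sham females replicate 5, WT sham males replicates 2, 3 or 5, WT smoke females replicate 3, WT smoke males replicate 2, βENaC sham females replicates 2, 3 or 4, βENaC smoke females replicates 1, 2 or 3, or βENaC smoke males replicates 3 or 4. It was 1 without WT sham males replicates 1 or 4, WT smoke females replicates 2 or 4, WT smoke males replicate 4, βENaC sham females replicate 5 or βENaC smoke females replicate 5. It was 4 without WT sham females replicate 1 or βENaC sham males replicate 1, and 5 without WT smoke females replicate 5 or βENaC smoke males replicate 1.

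Sex by duration, with 205 genes, gave 106 genes with arrays centered on their medians, 105 with quantile normalization and 445 with array weights, and between 146 and 366 with each mouse left out, the highest without the βENaC sham male of 1 day replicate 1. Genotype by duration, with 0 genes, gave 1 with array weights and between 0 and 2 with each mouse left out. It was 2 without the WT sham male of 5 days replicate 2. It was 1 at 1 day without WT sham females replicate 4, WT smoke females replicate 5, WT smoke males replicate 5, βENaC sham males replicate 1 or βENaC smoke females replicates 2 or 3, and at 5 days without WT sham females replicate 1, WT sham males replicate 5, βENaC sham males replicates 4 or 5 or βENaC smoke females replicate 2.

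The smoke effect on the ECM glycoproteins at 1 day, 0.0318 (permutation p = 0.13), was 0.0363 (permutation p = 0.0401) with arrays centered on their medians and lay between 0.0234 and 0.0402 with each mouse left out, with p = 0.042 by permutation without the WT sham female of 1 day replicate 5. Its p over the other settings lay between 0.0625 and 0.448. The proteoglycans at 5 days, -0.0528 (permutation p = 0.172), gave -0.275 with values standardized per gene (permutation p = 0.013), p = 0.0123 with fry and p = 0.0121 with camera's preset correlation, but p = 0.109 with an estimated correlation. Their effect lay between -0.0704 and -0.0349 with each mouse left out, with p = 0.0486 by permutation without the WT smoke female of 5 days replicate 4. The genotype effect on all components at 1 day was -0.172 with standardized values (permutation p = 0.0539) and had p = 0.249 with camera's estimated correlation. At 5 days it was 0.00445 with standardized values (permutation p = 0.961), with p = 0.827 by fry. The falls of all components, collagens and glycoproteins at 5 days, and their differences between durations, kept p below 0.05 under fry and under camera with the preset and with the estimated correlation. With quantile normalization, the gene set score for sex at 1 day was 48.4 for all components and 38.2 for the glycoproteins.

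The correlations across genes depended on the genes used. Across the genes past both thresholds at both durations, they were 0.934 for exposure (slope 0.857), 0.973 for genotype and 0.990 for sex. Across all genes they were 0.498 (slope 0.495), 0.796 and 0.611 (slope 0.541). Across genes chosen at 1 day, the correlation for exposure was 0.871. With genes chosen at 5 days, the slope for exposure was 0.934, and the correlation for sex was 0.973 with a slope of 1.05. Without the listed sex-chromosome genes, the correlation for sex was 0.717 and the slope 0.759.

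The first split of the tree placed 41 of 79 mice with the majority of their exposure, 78 with complete linkage and 73 with genes centered per gene. The division into 4 branches placed 78, and 41 when all genes were used. It placed between 46 and 77 with each mouse left out, 46 without the βENaC smoke female of 5 days replicate 3. The smoke effect on the smoke score at 5 days was larger in males by between 0.119 and 0.246 with each mouse left out, 0.246 without the WT smoke female of 5 days replicate 2 (permutation p = 0.00705). With the fixed AHR and NRF2 list it was larger in males by 0.420 at 1 day (permutation p = 0.00268) and 0.237 at 5 days (permutation p = 0.026), and larger in WT mice by 0.413 at 1 day (permutation p = 0.00354).

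With the replicate number as a block, 0 genes had an interaction at 1 day by limma, and the counts for exposure, genotype and sex were 342, 484 and 270 at 1 day and 367, 777 and 57 at 5 days. The deviations from the group means of mice with the same replicate number had a mean correlation of 0.0121 over 266 pairs, against -0.00273 for other pairs, so the numbers do not pair the mice.

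Among the named genes, Cxcl10 at 5 days lost an adjusted p below 0.05 with 1 fit over all mice (0.0739). Eln at 5 days gained it with quantile normalization (0.0464), without the dim genes (0.0379) and with array weights (0.0111), and with array weights Ccdc129 (0.0421) and Hpse (0.0319) did so at 5 days. With each mouse left out, the side of an adjusted p of 0.05 changed without 1 mouse for Clca3 at 1 day (WT sham female replicate 5, 0.0407), 3 mice for Ccr3 and Itgam at 1 day, 5 for Clca3 and Itgam and 10 for Eln at 5 days, and 1 each for Ccdc129 (βENaC sham male replicate 3, 0.0241) and Hpse (βENaC smoke female replicate 3, 0.0153) at 5 days. The 1-day sex-response genes were higher in males in 77.9% with the deposited values, 62.9% with quantile normalization and 65.1% with cyclic loess. The median coefficient over all genes with arrays centered on their medians was largest for exposure at 1 day, at 0.0148.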

Differences from the paper's values

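Of 267 values of the paper set beside values computed here, 5 differed. Counts and shares were taken to differ when one was more than 1.5 times the other. Signed values were taken to differ when the signs differed or the gap exceeded the error, which was the standard error for the coefficient of a gene and came from leaving out each mouse in turn for the others. The paper's supplement gives 0 genes with an exposure by genotype or sex interaction at 1 day, and limma gave 2. Of the alternatives set before the data were examined, the ordinary linear model, the replicate number as a block and all interactions up to the third order gave 0. A fit over all 79 mice gave 4, quantile normalization 5, cyclic loess 5, omission of the dim genes 3, array weights 8, adjustment within the exposure-response genes 18, and median centering, 1 entry per symbol, the trend with a robust prior and each term tested alone gave 2. Adjustment within the exposure-response genes at 5 days gave 3, against the paper's 0. The paper's table of exposure-response genes at 5 days has 3 genes past an adjusted p of 0.05 for sex and not genotype, and limma gave 5. The ordinary linear model, set before the data were examined, gave 3, and no other alternative was compared for this value.

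The paper's scores of 71 sets of its Table 9 were among these values, and 3 differed. As the gene set score for exposure of KEGG phenylalanine metabolism the paper gives 13.81 at 1 day and 17.89 at 5 days, and 10.5586 and 14.7462 were found here. As the gene set score for exposure of KEGG nitrogen metabolism at 1 day the paper gives 12.84, and 9.69002 was found here. Of the alternatives set before the data were examined, median centering and limma's p in the score brought phenylalanine metabolism within the error at both durations, and quantile normalization and cyclic loess did not. None of these 4 did so for nitrogen metabolism, and no other alternative was compared for these scores. For 1810010H24Rik, with 2 entries on the array, the entry compared was XM_006534098, which the paper's supplementary tables list with the paper's coefficients at both durations. The entry with the higher mean, which was used elsewhere here, gave 0.60 and 0.35, where the paper gives 0.82 and 0.50.

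The paper reports the set of all ECM components and the glycoproteins as raised by smoke at 1 day, from permutations of sample labels on the gene set score. With 1 value per mouse, the rise at 1 day did not reach p below 0.05 for all components (permutation p = 0.318) or for the glycoproteins (permutation p = 0.13). With arrays centered on their medians, set before the data were examined, the glycoproteins reached it (permutation p = 0.0401).

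The paper presents changes by genotype and sex as independent of exposure and its duration. By limma, 205 genes had a sex by duration interaction, a test chosen after the data were examined, and the smoke effect on the AHR and NRF2 list was larger in WT mice by 0.413 (permutation p = 0.00354) and in males by 0.420 (permutation p = 0.00268) at 1 day. The smoke score of genes chosen at the other duration showed neither difference at 1 day (permutation p = 0.134 and 0.368).

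The paper finds no grouping by genotype among smoke-exposed mice and none by sex. Pairs of smoke-exposed mice of the same genotype correlated more by 0.256 (permutation p = 1e-05, the smallest possible), and pairs of the same sex more by 0.0522 in smoke-exposed mice (permutation p = 2e-05) and 0.035 in sham-exposed mice (permutation p = 0.00082), in tests chosen after the data were examined that compare pairs and not branches of the tree.

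The paper's tree separates smoke-exposed from sham-exposed mice first. Average linkage placed 41 of 79 mice with the majority of their exposure at the first split. Complete linkage, set before the data were examined, placed 78.

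The paper has more k-means clusters lowered than raised by smoke. On values centered per gene, 3 of 5 clusters had a positive median coefficient at both durations and 2 a negative one, and on values standardized per gene, set before the data were examined, 2 were positive and 3 negative.

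The paper calls the genes past the thresholds at a single duration duration-dependent in their response. Of these 445 genes, 152 (34.2%) had an exposure by duration interaction by limma. With genotype, sex and their interactions with duration added, a choice made after the data were examined, the count over all pooled genes was 219 in place of 169.

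The share of exposure-response genes that the legend of Fig 4A gives as also changed by genotype or sex at 1 day is above the 46.0% found by limma and the 43.0% that the paper's own supplementary table gives.

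The paper's share of the published βENaC list among genotype-response genes is above the 67.2% and 76.1% found here. Its supplementary table marks 49 and 56 genes of the list (the paper's counts), where 45 and 51 were found here by symbol, with 13 of the 67 list genes not matched.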

Other observations

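The counts over groupings of the mice and the comparison of the monocyte list with the other immune lists were chosen only after the result was seen; the tests of the clock, cell cycle, direction of the immune lists, fibroblasts and Cyp1a1 in sham-exposed mice were planned.

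Among 100 groupings, 1, the real one, gave a result as large for the counts of exposure-, genotype- and sex-response genes at each duration, the exposure-response genes also changed by genotype or sex, the overlaps with the published βENaC list, the ECM score for sex at both durations, and the correlations of coefficients between durations over all genes (0.498 for exposure, 0.796 for genotype and 0.611 for sex), so chance can be excluded. For the ECM score for genotype at 1 day it was 1 of 100 as well, but narrowly, at a size of 17.8 against at most 17.2 in the others. That score was -13.9 without the WT sham-exposed female of 1 day replicate 2, so chance is excluded only at the margin; the mean per mouse was lower in WT mice (permutation p = 0.00707), with p = 0.0539 by permutation for standardized values and p = 0.249 with camera's estimated correlation. Chance cannot be excluded for the ECM score for genotype at 5 days (41 of 100). The canonical pathways with the paper's directions (71 against at most 58 in the others) and the correlations over response genes also gave 1 of 100, but these sets and genes were chosen with the real labels, so these counts decide nothing. Nor do those for the interaction genes at 5 days (0 by limma and by the ordinary linear model) and for genotype by duration over all genes (0 by both), since every grouping reaches a count of 0 (100 of 100).

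The positive arm of the clock changed with smoke by 0.0938 at 1 day (permutation p = 0.332) and by -0.0025 at 5 days (permutation p = 0.971), and the output arm by 0.0415 (permutation p = 0.656) and 0.152 (permutation p = 0.0145, adjusted p = 0.0593), so a difference in the time of tissue collection between smoke-exposed and sham-exposed mice cannot be told apart from none.

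Fewer immune cells of every kind would lower all immune lists. The 5 lists of monocytes, neutrophils, eosinophils, B and plasma cells, and T and NK cells all had a negative smoke effect at both durations. These 5 lists leave out alveolar macrophages. The smoke effect on the monocyte list minus the mean of the other 4 immune lists was -0.289 at 1 day (permutation p = 0.0138) and -0.229 at 5 days (permutation p = 0.00011), so the falls were unequal. An unequal loss of all these cells cannot be told apart from a change in monocytes. The other lists changed by -0.255 and -0.339 for eosinophils (permutation p = 0.0204 and 0.00575), -0.312 and -0.152 for neutrophils (permutation p = 0.081 and 0.251), -0.263 and -0.285 for B and plasma cells (permutation p = 0.0749 and 0.0729) and -0.123 and -0.118 for T and NK cells (permutation p = 0.293 and 0.347). Alveolar macrophage genes did not separate smoke from sham, with changes of 0.0397 and -0.0109 (permutation p = 0.606 and 0.826). A fall in every kind of immune cell was therefore not seen.

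More fibroblast RNA in male lungs may explain part of the higher ECM genes in males, since the fibroblast list was higher in males by 0.255 at 1 day (permutation p = 5e-05) with 7 of 7 genes higher, but 6 of its 7 genes are in the ECM list. The cell cycle list changed with smoke by 0.101 at 1 day and -0.192 at 5 days (permutation p = 0.0809), so less cell division cannot be told apart from none.

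Cyp1a1 ranged from 5.43 to 8.98 (SD 1.14, n = 20) in sham-exposed mice at 1 day, below the lowest smoke-exposed mouse at 10.72. Its correlation was -0.195 with the smoke score (permutation p = 0.411) and 0.180 with the output arm of the clock (permutation p = 0.457), each with an adjusted p of 0.834 over 4 relations. Within sexes the correlation with the smoke score went opposite ways, -0.656 in 10 females (permutation p = 0.0442) and 0.682 in 10 males (permutation p = 0.0281), without adjustment. Smoke taken in by sham-exposed mice and the time of tissue collection cannot be told apart from other sources of this spread with 20 mice. The correlation of Cyp1a1 with NRF2 targets was -0.0526 (permutation p = 0.834), again with opposite signs within sexes, 0.544 in females (permutation p = 0.105) and -0.384 in males (permutation p = 0.286), so it decides nothing. The paper found no cotinine in any sham-exposed mouse, which speaks against smoke intake, and a small intake stays open.

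The remaining lists changed with smoke at 1 and 5 days by -0.115 and 0.409 for heart muscle (permutation p = 0.4 and 0.0313), -0.134 and 0.414 for brown fat (permutation p = 0.549 and 0.169), -0.142 and 0.164 for white fat (permutation p = 0.265 and 0.317), 0.156 and -0.121 for thymus (permutation p = 0.326 and 0.0139), 0.290 and -0.387 for goblet cells (permutation p = 0.241 and 0.0936), -0.166 and -0.162 for interferon response (permutation p = 0.116 and 0.0305), 0.0184 and -0.00806 for sex-chromosome genes (permutation p = 0.391 and 0.691) and -0.136 and -0.217 for the genes the paper measured by PCR (permutation p = 0.392 and 0.0152). The adjusted p of each of these was above 0.05. Goblet cell genes were lower in WT than in βENaC mice by -1.45 and -1.86 and the PCR genes by -0.679 and -0.762 (permutation p = 1e-05 each, the smallest possible). Club cell genes were higher in WT mice by 0.272 and 0.357 (permutation p = 1e-05, the smallest possible). At 1 day skeletal muscle genes were higher in WT mice by 0.398 (adjusted p = 0.0384 by permutation) and cell cycle and fibroblast genes lower by -0.370 and -0.169 (adjusted p = 0.0102 and 0.019 by permutation). At 5 days the output arm of the clock was higher in WT mice by 0.215, sex-chromosome genes by 0.0565, and alveolar macrophage genes and AHR and NRF2 targets lower by -0.143 and -0.159 (adjusted p = 0.00531, 0.0312, 0.0312 and 0.032 by permutation). In males, monocyte genes were lower by -0.368 and AHR and NRF2 targets higher by 0.199 at 1 day (adjusted p = 0.0215 and 0.032 by permutation), and red cell genes higher by 0.305 and fibroblast genes by 0.235 at 5 days (adjusted p = 0.00112 and 0.0127 by permutation). Sex-chromosome genes were higher in males by 1.27 and 1.28.

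With adjustment within the exposure-response genes, 18 genes had an interaction at 1 day, all rising with smoke, 18 with a larger rise in males and 14 with a larger rise in WT mice. At 5 days these were Cxcr1, Fabp1 and Ahsp, named after their values were seen.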
